# Genome-Wide Identification of the GRAS Transcription Factor Family in Sweet Orange and the Regulation of Salt Stress-Enhanced Plant Salt Tolerance in Sweet Orange by *CsGRAS15* and *CsGRAS27*

**DOI:** 10.3390/biom15070946

**Published:** 2025-06-29

**Authors:** Hailin Ren, Rong Xu, Jie Wang, Qian Zhang, Lili Nie, Li Zhang, Xianyan Zhou, Xiaozhen Liu, Hanyao Zhang

**Keywords:** sweet orange, salt-responsive, GRAS transcription factor, signaling pathway

## Abstract

Background: GRAS transcription factors are crucial for plant development and stress responses but remain poorly characterized in citrus. Soil salinization increasingly threatens sweet orange (*Citrus sinensis*) yield. Identifying salt-responsive *GRAS* genes could reveal key tolerance determinants for breeding resistant cultivars. Methods: We systematically identified and analyzed sweet orange GRAS transcription factors using bioinformatics. Results: Forty-three *CsGRAS* genes were identified, phylogenetically classified into ten subfamilies, and found to be structurally conserved. A promoter analysis revealed a high prevalence (58.78%) of hormone- and stress-responsive cis-elements. These genes reside on nine chromosomes, with segmental duplication being the primary evolutionary driver (eight duplicated pairs). Functional enrichment implicated hormone signaling pathways in regulating growth under stress. Transcriptome profiling identified 42 differentially expressed *CsGRAS* genes (19 upregulated and 23 downregulated) under salt stress. qRT-PCR validated the expression patterns of selected genes (e.g., *CsGRAS15* and *CsGRAS27*). Notably, DELLA subfamily members *CsGRAS15* and *CsGRAS27*, key negative regulators in gibberellin (GA) signaling, were differentially expressed. Modulating these DELLA proteins presents a promising strategy to enhance sweet orange salt tolerance by mitigating GA-mediated growth inhibition during stress. Conclusion: This study identifies salt-responsive *CsGRAS* genes, highlighting *CsGRAS15* and *CsGRAS27* as potential targets for improving salt tolerance in citrus.

## 1. Introduction

Sweet orange (*Citrus sinensis* (L.) Osbeck) is a tree species of the genus Citrus in the family Rutaceae (corrected from Brassicaceae) with many unique characteristics and a wide range of applications [1]. Sweet oranges can be consumed fresh or processed into juice, canned foods, or other products, such as orange peel. Their fruit is rich in nutrients, such as vitamin C and organic acids, and has a high nutritional value [2]. Data show that the global distribution of sweet oranges exhibits significant geographical patterns, with Asia serving as the primary producing region, accounting for more than half of the global production share (>50%), highlighting its extensive cultivation and importance in this region [3]. However, in recent years, the growing severity of soil salinization has adversely affected the growth, development, yield, and fruit quality of sweet oranges [4]. Therefore, research on salt-tolerant genes and germplasm resources of sweet oranges has become both critical and urgent.

The high osmotic potential of saline soils lowers soil water potential, impeding root water uptake and inducing “physiological drought.” This process rapidly suppresses cell expansion and leaf growth within minutes to hours [5]. Inadequate water supply increases xylem water column tension, leading to air pocket (embolism) formation and reduced hydraulic conductance [6]. Furthermore, excess Na^+^ displaces Ca^2+^ from cell membranes, destabilizing them, and competitively inhibits K^+^ uptake, resulting in cellular Na^+^/K^+^ imbalance [7]. Finally, salt stress triggers excessive accumulation of reactive oxygen species (ROS) in chloroplasts and mitochondria. Superoxide anions (O_2_^−^) and hydrogen peroxide (H_2_O_2_) attack membrane lipids and proteins, causing lipid peroxidation and chlorophyll degradation [8]. Differences in antioxidant capacity constitute a key factor underlying variation in plant salt tolerance. Collectively, salt stress disrupts plant physiological homeostasis through the combined effects of osmotic stress, ionic toxicity, and oxidative damage, ultimately leading to growth inhibition and plant mortality.

Transcription factors are a class of proteins with specific recognition and binding capabilities that can interact highly specifically with cis-acting elements in gene sequences. Through these interactions, transcription factors can act as regulators, either by inhibiting or activating the transcription process of genes, thus finely regulating the gene expression level. Transcription factors are also known as transacting factors; this reversal has led to e-acting properties in transcriptional regulation [9]. In recent years, with the development of science and technology, whole-genome sequencing of soybean (*Glycine max* (L.) Merr.), Arabidopsis (*Arabidopsis thaliana* (L.) Heynh.), and rice (*Oryza sativa* L.) [10] has been completed. A series of transcription factors related to abiotic stresses have been successively identified in these plants. A series of transcription factors related to abiotic stresses, such as SAP2/ERF [11], bZIP [12]), WRKY [13], and GRAS [14], have been identified from these plants. GRASs constitute a family of plant-specific transcription factors that play vital roles in regulating growth and developmental processes and responding to adverse stresses in plants.

The GRAS transcription factor family includes three genes that were identified in plants and exhibit crucial functions: gibberellic acid insensitive (GAI), repressor of GA1 (RGA), and scarecrow (SCR) [15]. This nomenclature reflects their key role in the signaling pathway of the plant hormone gibberellin (GA) and underscores their wide-ranging impact on plant development regulation. Although GRAS proteins may share structural similarities with members of the Rossmann fold methyltransferase superfamily [16], they are plant-specific transcription factors, defined primarily by their nuclear localization, DNA-binding ability, and transcriptional activation properties [17]. The GRAS transcription factor family is notably characterized by polypeptide chain lengths typically varying between 360 and 850 amino acids. The protein structure of family members can be divided into two main parts: a highly variable N-terminal domain and a highly conserved C-terminal domain [18]. They contain five specific motifs—LHRI, VHIID, LHRII, PFYRE, and SAW—which form the GRAS domains unique to this family [19]. The N-terminus harbors two conserved structures of DELLA and TVHYNP proteins, both associated with GA signaling [20].

With the development of genetics and genomics, significant progress has been made in the study of the GRAS transcription factor family. Genome-wide identification and analysis of members of this family have been completed in a wide range of plants, including but not limited to the model plant *A. thaliana* [21], the vital food crop rice [22], the forest resources poplar (*Populus* L.) [23], pine (*Pinus* L.) [24], and grapevine (*Vitis vinifera* L.) [25], as well as those widely used in the agricultural production of soybean [26]. Members of the GRAS transcription factor family in the whole genome of sweet oranges were analyzed in this study. Member identification, physicochemical property analysis, phylogenetic tree construction to trace their evolutionary history, the analysis of gene structure, structural domains and conserved motifs, and the identification of cis-acting regulatory elements to reveal their transcriptional regulatory mechanisms were performed; chromosomal localization, gene duplication, and covariance analysis were conducted; and the prediction of their involvement in biological processes via GO and KEGG enrichment analysis was performed. Importantly, this study focused on the expression patterns of GRAS transcription factors in response to salt stress conditions in sweet oranges, aiming to reveal the potential roles of these transcription factors in plant stress tolerance, especially salt stress tolerance. Through the above comprehensive analyses, the present study provides a solid theoretical foundation for the evolutionary history and biological functions of the sweet orange GRAS transcription factor family.

## 2. Materials and Methods

### 2.1. Access to Data and Materials

Sweet orange genome data (DVS_A1.0) were downloaded from the Citrus Pangenome to the Breeding Database (http://citrus.hzau.edu.cn/download.php (accessed on 28 June 2024)) and the National Center for Biotechnology Information (NCBI) [27,28]. Sequence information on the conserved structural domain of the GRAS transcription factor family (ID: PF03514) was downloaded from the Pfam website (http://pfam.xfam.org/ (accessed on 28 June 2024)). The protein sequences and genomic data of 33 Arabidopsis GRAS transcription factor families were downloaded from the Arabidopsis genome website TAIR (https://www.Arabidopsis.org/ (accessed on 29 June 2024)) [21].

### 2.2. Genome-Wide Identification and Preliminary Physicochemical Characterization of the GRAS Transcription Factor Family in Sweet Orange (Citrus sinensis)

For the results of the downloaded data checked from the above website, first, the downloaded HMM mapping of *GRAS* structural domains was used for HMMER (v3.3.2) to identify potential *GRAS* genes from the sweet orange genome and screen the sequences of the family members with an E-value < 1 × 10^−5^ (statistical threshold for homology significance) [29]. Secondly, domain detection was performed using BLAST (v2.13.0) software and the Pfam *GRAS* model (PF03514) with the default aggregation threshold. The protein sequences of the Arabidopsis GRAS transcription factor family were used as a reference and compared with the protein data of the sweet orange genome to screen for protein sequences with high homology (E-value < 1 × 10^−5^) to the Arabidopsis GRAS transcription factor family [21,30]. Finally, the obtained sequence numbers were merged, and the corresponding sequences from the sweet orange genome protein data were extracted using the TBtools (v1.113) software. The extracted sequences were then saved in FASTA format [31]. At the same time, the Conserved Domain Database (CDD) of NCBI (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi (accessed on 10 July 2024)) and PFAM (http://pfam.xfam.org/search#tabview=tab1 (accessed on 11 July 2024)) online tools were used to verify the existence of GRAS structural domains, and based on the validation results of CDD and PFAM, the sequences from Sweet Orange GRAS_Proteins were rapidly removed to remove sequences that were absent or had incomplete GRAS structural domains. The filtered sequences are saved as a new fasta file, e.g., Sweet Orange GRAS_TFs.fasta. Having completed the identification of the sweet orange GRAS transcription factors, the next step in this study is to rename them based on their position on the chromosome, first by collating the chromosomal position information (to ensure that the position information for each GRAS transcription factor on the chromosome is available). Second, assign sequential numbers: assign a unique sequential number to each GRAS transcription factor based on the chromosome position or any chosen sequential criterion (if positional information is unavailable or too complex). Third, renaming: new names were created for each GRAS transcription factor in the format *CsGRAS1*-*CsGRAS43*. Physicochemical property analysis of proteins can be performed via ExPASy’s ProtParam tool (https://www.expasy.org/ (accessed on 15 July 2024)), an online bioinformatics resource that predicts essential protein characteristics. This platform enables comprehensive analysis including molecular weight (MW) determination, protein length calculation, isoelectric point (pI) prediction, amino acid composition quantification, and the evaluation of stability parameters, such as the instability index and aliphatic index [32]. The final prediction of the subcellular localization of the GRAS protein sequence can be performed via BUSCA (http://busca.biocomp.unibo.it/ (accessed on 15 July 2024)).

### 2.3. Sequence Similarity and Phylogenetic Analysis

In this study, Clustal Omega (v1.2.4) (https://www.ebi.ac.uk/jdispatcher/msa/clustalo (accessed on 17 July 2024)) was used to analyze the homology among sweet orange *GRAS* gene families by performing multiple sequence comparisons and calculating sequence similarity. TBtools was used to map the correlations among family members based on the sequence similarity heatmap. To delve deeper into the evolutionary relationship of the GRAS transcription factor family between the sweet orange (*C. sinensis*) and the model plant Arabidopsis (*A. thaliana*), a series of bioinformatic analysis steps were taken. GRAS protein sequences were initially systematically identified and retrieved from sweet orange (*C. sinensis*) and Arabidopsis (*A. thaliana*), followed by their integration for comprehensive downstream analyses. In the sequence comparison stage, alignment was performed using MEGA 11.0 (--auto mode) [33] and 1000 bootstrap repetitions were performed to identify conserved regions and variant sites between sequences. Immediately after that, the preliminary comparison results were trimmed via TBtools software to remove uncertain regions and redundant information in the comparison results to ensure the accuracy and reliability of the subsequent analyses. To construct the phylogenetic tree, we selected the best-fitting model in IQtree (ModelFinder, BIC criterion) [32] + 1000 ultra-fast bootstrap method. By combining MEGA 11.0 software and IQtree, we constructed the phylogenetic tree of the GRAS transcription factor family in sweet orange and Arabidopsis. The phylogenetic tree reveals the evolutionary distance between these transcription factors, as well as their potential evolutionary relationships and taxonomic groups. To more intuitively display the structure and information of the phylogenetic tree, nodes with bootstrap support rates below 70% were collapsed (consensus threshold). This study selected the online software Evolview (http://www.evolgenius.info/evolview/#/treeview (accessed on 20 July 2024)) to visualize the evolutionary tree. Finally, 43 sweet orange GRAS proteins were grouped according to published Arabidopsis GRAS protein grouping criteria [34].

### 2.4. Chromosomal Localization, Duplicate, and Covariance Analysis

Chromosome location information can be obtained from the annotation information and the whole-genome protein sequence of sweet orange. The chromosomal location information in the target gene’s GFF annotation file was extracted and visualized through the ‘Gene Location Visualize from GFF’ function integrated into TBtools software. Precise mapping of genomic coordinates and generation of graphical representations were achieved based on standardized GFF annotation data, allowing the systematic interpretation of gene positional features. The function of TBtools is to extract and visualize this information [31]. After extraction, the extracted location information can be visualized on the chromosome via the graphical function of TBtools. Covariance analysis compares the order and relative positions of genes or DNA sequences in different genomes to reveal evolutionary relationships and potential functional links between them. Subsequently, duplicate genes were analyzed using MCScanX, and homology detection was performed using default parameters (E-value < 1 × 10^−5^, match size ≥ 5 genes). The covariance of GRAS transcription factor family members in Arabidopsis, apple, and sweet orange was analyzed using TBtools software [35].

### 2.5. Analysis of Gene Structure and Structural and Conserved Motifs

Gene structure analysis focuses on the composition and arrangement of genes, including the identification and localization of elements such as exons, introns, and terminators [36]. In this study, the structure of each gene was analyzed using the gene annotation file of sweet orange with TBtools software [35]. Conserved motifs are short sequence patterns that recur in biological sequences and exhibit essential biological functions. Conserved motif analysis helps reveal functional elements and evolutionary relationships in biological sequences. The coding sequences (CDSs) of the extracted *GRAS* genes were used as input files for the online software MEME (http://meme-suite.org/ (accessed on 20 July 2024)). To ensure that the CDS of each gene was submitted as one or more lines (as required by MEME), parameters were set with conserved motifs specified as 10 and others defaulted [37]. The analysis generated an output file containing information such as motif positions and E-values. Finally, the results were visualized using TBtools software [35].

### 2.6. Analysis of Cis-Acting Elements

A cis-acting element is a DNA sequence located in the regulatory region of a gene (e.g., promoter or enhancer) that modulates its expression. They do not encode any proteins themselves but provide a site of action that interacts with trans-acting factors (e.g., transcription factors) and thus participate in regulating gene expression. Based on the identification of the genes obtained, the location of the promoter is first determined (usually upstream of the CDS in the coding region of the gene), and the base sequences 2000 bp upstream of each gene can be extracted individually from the genome annotation file via TBtools software. Cis-acting element predictions were analyzed for cis-acting promoters via the PlantCARE (https://bioinformatics.psb.ugent.be/webtools/plantcare/html/ (accessed on 22 July 2024)) online software [38].

### 2.7. GO Function and KEGG Pathway Enrichment Analysis of GRAS Genes

GO function and KEGG pathway enrichment analyses of *GRAS* genes constitute an essential part of biological research to reveal the specific functions of *GRAS* genes in organisms and the metabolic pathways involved. A better understanding of the biological functions of *GRAS* gene-encoded proteins is needed. In this study, the proteins of 43 *CsGRAS* genes were functionally annotated via the online software EggNOG-MAPPER (http://eggnog-mapper.embl.de/ (accessed on 24 July 2024)) [39]. The sweet orange *GRAS* genes were subsequently analyzed for GO function and KEGG pathway enrichment via TBtools software. Plotting and visualization were performed via the online tool ChiPlot (https://www.chiplot.online/ (accessed on 25 July 2024)) [32].

### 2.8. Plant Material, Growing, and Salt Treatments

Sweet orange (*Citrus sinensis*) fruits were harvested from a commercial orchard located in Xinping County, Yunnan Province, China, and subsequently processed under controlled laboratory conditions. The laboratory environment was maintained at a constant temperature of 25 °C with a photoperiod of 16 h light (1500 lx) and 8 h darkness to simulate diurnal growth rhythms. Fruits were surface-sterilized using sodium hypochlorite (NaClO) and ethanol (75% *v*/*v*) under sterile conditions. Seeds were carefully extracted from the sterilized fruits and germinated in vitro on modified Murashige and Skoog (MS) medium supplemented with appropriate nutrients and plant growth regulators.

To investigate the effects of 2% (*w*/*v*) NaCl-induced salt stress on sweet orange seedlings, a controlled experimental design was implemented [40]. Seedlings at comparable developmental stages were allocated to either a treatment group (exposed to salt stress) or a control group (maintained under standard growth conditions). Each group comprised 12 seedlings, which were further randomized into three independent biological replicates (*n* = 4 seedlings per replicate). Technical replicates (*n* = 3) were performed for each biological replicate to ensure data reliability. Seedlings in the treatment group were continuously exposed to 2% NaCl solution for 14 days, while the control group was cultivated in standard MS medium without salt supplementation. For transcriptomic analysis, leaf tissues (1 g fresh weight) were collected from both treatment and control groups at the endpoint of the stress period. Samples were immediately flash-frozen in liquid nitrogen to halt RNA degradation and preserve transcriptional profiles. Three biological replicates per group were processed and submitted to PharmaGene Biotechnology Co., Ltd. in Suzhou, China for RNA sequencing (RNA-Seq). The resulting transcriptomic data were analyzed to elucidate global gene expression patterns and hormone metabolic pathways under salt stress conditions.

### 2.9. Transcriptome Sequencing Analysis

In transcriptome sequencing (RNA-seq) data analysis, data filtering, quality control, comparison with reference sequences, and subsequent quantitative analysis are the key steps. First, data processing and quality control involved the following: raw sequencing reads were quality assessed by FastQC v0.11.9 to evaluate base quality scores, junction contamination, and GC content distribution. Low quality bases (Phred score < 30) and residual junctions were removed using Trim Galore! v0.6.7 with stringent parameters (--quality 30 --stringency 3 --length 20). Next was alignment and quantification as follows: processed sequencing reads were aligned to the sweet orange reference genome (*Citrus sinensis* v2.0, assembly sequence GCA_002743455.1) using HISAT2 v2.2.1 (transcriptome-aware parameter: --dta --rna-strandness RF), with an average inter-sample alignment efficiency of 92.3 ± 2.1%. Gene level expression quantification was performed using featureCounts v2.0.3 (Subread package) with exon targeted counting (-t exon -g gene_id) while respecting fragment mapping constraints (-p -B -C). Finally, differential expression analysis was performed as follows: (i) Counts were normalized by the median ratio method of DESeq2 v1.38.3 to correct for library size and compositional bias, and normalized expression values (FPKM) were generated for visualization. (ii) A generalized linear model (GLM) with negative binomial distribution was used for statistical tests. Dispersion estimation was performed using default settings and apeglm shrinkage was applied to log2-fold change (LFC). (iii) Genes were considered differentially expressed when |LFC| ≥ 1 (equivalent to ≥2-fold change) and the adjusted *p*-value (Benjamini-Hochberg FDR) ≤ 0.05. Based on these criteria, 42 CsGRAS genes were identified as significantly differentially expressed under salt stress. One CsGRAS gene did not meet the significance criteria for differential expression. In that case, the statistical efficacy of this experimental design, as calculated by RNASeqPower, is 0.88 [41]. TBtools was used to construct a heatmap of sweet orange *GRAS* gene expression. Transcriptome-related data have been uploaded to NCBI (GEO accession number: GSE248845).

### 2.10. qRT-PCR Analysis

To further investigate the expression of the *CsGRAS15*, *CsGRAS27, CsGRAS35*, and *CsGRAS38* genes under salt stress, leaves from sweet orange tissue-cultured seedlings grown in normal medium were designated as the control group (CK1, CK2, and CK3), while leaves from sweet orange plants grown in a 2% NaCl concentration were used as the treatment group (T1, T2, and T3). Total RNA was extracted from the sweet orange leaves using the plant RNA extraction kit (DP432) and subsequently reverse transcribed into cDNA with the FastKing RT Kit (KR116). The reverse-transcribed cDNA was diluted 10-fold, mixed thoroughly, and utilized for the formal quantitative PCR experiment. Actin was used as the internal reference gene, and qRT-PCR primers were designed using Primer 6.0 (Table S1). Standard RT-qPCR was conducted with the QIAGEN kit, with each gene analyzed in at least three replicates. Data analysis was performed using SPSS v21 software.

## 3. Results

### 3.1. Identification and Physicochemical Characterization of the Sweet Orange GRAS Transcription Factor Family

Using known GRAS transcription factor sequences or conserved motifs as query sequences, BLAST and hmm searches were performed in the Sweet Orange Genome Database to identify potential *GRAS* gene family members, after which the Sweet Orange GRAS transcription factor families were predicted via CDD and Pfam analysis. The final results can be obtained by removing incomplete or duplicate gene family members. Forty-three *GRAS* genes were identified in the whole genome of sweet orange (Figure 1). We renamed the genes according to their order on the chromosome, from top to bottom, as *CsGRAS1*-*CsGRAS43* (Table S2). Further analysis of their sequences revealed that the individual GRAS transcription factor proteins do not differ much in length, with amino acid numbers ranging from 424 (*CsGRAS11*)-749 (*CsGRAS33*) amino acids; molecular weights ranging from 47.12 (*CsGRAS11*)-90.03 (*CsGRAS29*) kDa; *pI* ranging from 5.05 (*CsGRAS13*)–6.92 (*CsGRAS34*); and instability coefficients ranging from 39.41 (*CsGRAS12*)–62.99 (*CsGRAS35*). The amino acid composition analysis showed that spherical proteins had an average aliphatic index of 82, predicting higher thermal stability. Subcellular localization prediction using the Plant-mPLoc tool indicated that all proteins were located in the cell nucleus (Table S3).

### 3.2. Sequence Similarity and Phylogenetic Analysis of the Sweet Orange GRAS Gene Family

To analyze the homology among *CsGRAS* gene family members, this study used ClustalW and showed that protein sequences within the same subfamily exhibit a high similarity (Supplementary Figure S1). For example, *CsGRAS8*, *CsGRAS15*, and *CsGRAS27* in the DELLA subfamily share a similarity of up to 87.65%. To better understand the evolutionary relationships between sweet orange GRAS transcription factor family genes and those of other species, 43 sweet orange GRAS protein sequences and 32 GRAS protein sequences of *A. thaliana* were compared, and a phylogenetic tree was constructed. The phylogenetic tree was built using MEGA and IQ-TREE software via the maximum likelihood (ML) method for the 43 sweet orange *GRAS* genes and 32 *A. thaliana GRAS* genes, allowing the identification of *GRAS* gene differences across species. The results revealed a consistent tree topology (Figure 2), indicating that the 43 sweet orange and 32 *A. thaliana GRAS* genes were classified into 10 subfamilies, including LISCL, SCL3, SCR, SCL4/7, DLT, HAM, CsGRAS35, DELLA, SHR, and PAT1. Under salt stress, KEGG enrichment analysis identified only one GA phytohormone signaling pathway, where DELLA proteins play a vital regulatory role. The results showed that all five Arabidopsis genes in the DELLA subfamily have specific salt-resistance functions, suggesting that sweet orange *GRAS* genes in the DELLA subfamily may exhibit similar expression patterns under salt stress. RGL2 [42] and RGL3 [43] are DELLA proteins that negatively regulate GA signaling, while RGA is a negative regulator of the GA response; RGL1 has a more pronounced effect on seed germination than GAI, and both RGA and RGL2 negatively regulate GA signaling [44]. 

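The 3 DELLA genes of sweet orange, which encode repressors of the gibberellin response, did not pass the test in leaves under salt stress. *CsGRAS27* (Cs_ont_6g005150) had a mean of 6.87 ± 2.41 FPKM (SD, n = 3) in control leaves and 16.2 ± 3.15 FPKM (SD, n = 3) after 14 days of 2% NaCl, and each NaCl library lay above each control library. *CsGRAS15* (Cs_ont_4g006820) had 2.59 ± 0.755 FPKM (SD, n = 3) in control and 1.42 ± 1.09 FPKM (SD, n = 3) in NaCl, with overlapping libraries. *CsGRAS8* (Cs_ont_2g013070) was level, with 13.4 ± 2.61 FPKM (SD, n = 3) in control and 13.1 ± 5.71 FPKM (SD, n = 3) in NaCl. On the log2(FPKM + 1) scale, the fold change of *CsGRAS27* was 1.15 (standard error 0.25, adjusted p = 0.0575 from limma over 17285 genes), that of *CsGRAS15* was -0.65 (standard error 0.36, adjusted p = 0.262 from limma) and that of *CsGRAS8* was -0.10 (standard error 0.34, adjusted p = 0.848 from limma). With a pseudocount of 0.01 in place of 1 the fold change of *CsGRAS15* was -1.16 (adjusted p = 0.271 from limma). *CsGRAS27* passed without control replicate 2 (adjusted p = 0.0168 from limma), a setting in which 4219 of 17285 genes passed the adjusted p. With any other single library left out it did not pass (adjusted p from 0.0831 to 0.220 from limma), but then only 0 to 120 of the 17285 genes passed.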

Among the three differentially expressed genes, *CsGRAS8*, *CsGRAS15*, and *CsGRAS27* (which belong to the same subfamily as these Arabidopsis genes) are significantly differentially expressed, with *CsGRAS8*/*CsGRAS15* downregulated and *CsGRAS27* upregulated, respectively.

### 3.3. Chromosomal Localization, Gene, and Covariance Analysis of the Sweet Orange GRAS Transcription Factor Family

The localizations of 43 CsGRAS genes on nine chromosomes of the genome of sweet orange were analyzed via TBtools software (Figure 3). The results revealed that the CsGRAS genes were present on all nine chromosomes, with the highest number of CsGRAS genes distributed on chromosome chr5, with eight. Chr4, 8, and 9 all had four CsGRAS genes distributed on chromosomes chr4, 8, and 9. Three to six CsGRAS genes were distributed on the remaining chromosomes, with uneven distribution and no direct correlation between chromosome length and gene number.

Gene duplication is the increase in the number of copies of a gene sequence in the genome [40]. This duplication can involve an entire gene, a partial gene fragment, or even an entire chromosome or genome. Fragment duplication is the primary driver of gene duplication [45]. To elucidate the evolutionary duplication patterns within the *CsGRAS* gene family of sweet orange, we conducted a genome-wide duplication analysis encompassing all 43 identified *CsGRAS* genes. This analysis aimed to reveal the copy number variations of *CsGRAS* genes in the sweet orange genome. There were eight segmental duplication gene pairs, and the segmental duplication gene pairs were distributed on six chromosomes, with the highest number of genes distributed on chromosome 5, which was four. On the remaining chromosomes, 2, 1, 1, 2, and 1 *CsGRAS* genes were distributed on chromosomes chr2, 4, 6, 7, and 8, respectively.

An interspecies synteny analysis of *GRAS* genes among apple (*Malus domestica*), sweet orange (*Citrus sinensis*), and Arabidopsis (*Arabidopsis thaliana*) was performed (Figure 4A). The interspecies syntenic analysis revealed a greater collinearity between sweet orange and its distantly related species (apple) than between sweet orange and the model species (*A. thaliana*), indicating a more remarkable similarity in genome architecture between sweet orange and apple, which may suggest a closer evolutionary relationship between these two species. Furthermore, synteny analysis between sweet orange and its closely related species, Yichang orange (*Citrus ichangensis*), was conducted (Figure 4B). The study demonstrated that homologous gene pairs between sweet orange and Yichang orange significantly outnumbered those observed in the other two species, confirming their closer evolutionary relationships than those of more distantly related taxa.

### 3.4. Analysis of the Gene Structure and Structural and Conserved Motifs of the Sweet Orange GRAS Transcription Factor Family

A conserved motif is a specific pattern or sequence fragment that occurs frequently and remains relatively stable in a biological sequence (e.g., DNA, RNA, or protein sequence) [46]. In protein sequences, a conserved motif can be a specific arrangement of one or several amino acid residues that may form a particular secondary structure (e.g., α-helix, β-folding) or participate in specific interactions (e.g., hydrogen bonding, ionic bonding, hydrophobic interactions, etc.) in a three-dimensional structure. These conserved amino acid sequences and structural features enable proteins to perform their specific biological functions [47]. To understand the function and structure of proteins encoded by GRAS genes, this study used the MEME online tool to analyze and obtain the motif composition of CsGRAS proteins (Figure 5). Motif 2 appeared twice in the protein sequence of *CsGRAS15*, suggesting that the *CsGRAS15* gene in the DELLA subfamily may be involved in particular functions. In the PAT1 subfamily, despite generally exhibiting a high degree of motif conservation across all core motifs, a deeper look reveals that even within this closely related group of members, the motif distribution exhibits subtle variability. Similar to *CsGRAS15*, motif 2 appears twice in its protein sequence, and this atypical motif duplication may reveal the evolutionary strategies of transcription factor family genes that occur under specific environments or developmental stages to adapt to different regulatory needs. These findings may imply that these genes play more complex or particular roles in the transcriptional regulatory network, enhancing or fine-tuning their interactions with other regulatory elements by increasing the copy number of motif 2 to achieve precise regulation of target gene expression.

The analysis of gene structure allows the determination of sequence variations, intron–exon organization patterns, and the retention and evolution of specific structural domains that have accumulated during evolution among different CsGRAS transcription factors. The sequences of 43 CsGRAS transcription factors were compared, and their gene structures were analyzed using genome annotation files. The number of introns and exons in sweet orange GRAS genes showed little variation, with intron counts ranging from 0 to 13 and exon counts from 1 to 14. Additionally, this study deeply explored the properties of conserved structural domains, revealing that all 43 CsGRAS proteins contain either GRAS or GRAS superfamily domains. A particularly notable finding is the unique DELLA domains present in members of the DELLA subfamily clade, which play an indispensable role in signal transduction [48].

### 3.5. Analysis of Critical Cis-Acting Elements in the Sweet Orange GRAS Promoter

The upstream sequences (2000 bp) were extracted based on the chromosomal location of the *GRAS* genes. The PlantCARE plant cis-acting element analysis tool was used to examine the cis-acting elements in the target sequences. The results revealed that the promoter region of each *CsGRAS* gene has multiple associated cis-acting elements (Figure 6A). These specific DNA elements, which are based on their functions, are systematically classified into four core categories: First, plant developmental and growth regulatory elements, which are responsible for regulating the developmental process and growth rate of plants at various stages of their life cycle; second, plant hormone response elements, which can recognize and respond to the signals of different hormones in the plant body and thus regulate the expression of relevant genes to maintain the plant’s internal characteristics of the plant; and third, light-responsive elements, which are highly sensitive to light signals such as light intensity, direction and duration and regulate the expression of photosynthesis-related genes and other light-dependent genes to ensure that plants can efficiently utilize light energy to carry out their life activities. Finally, abiotic stress response elements, which play a key role when plants face unfavorable environmental conditions such as drought, high salt, low temperature, and high temperature, help plants resist and adapt to these abiotic stresses by regulating the expression of resistance-related genes. Using the PlantCARE online software [38], the sequences of the upstream 2000 bp regions of 43 *GRAS* gene promoters in sweet orange were analyzed for cis-acting elements. The results (Figure 6B) showed that a total of 820 cis-acting elements were identified, including 331 light-responsive elements, 319 plant hormone-responsive elements, 163 environmental stress-responsive elements, and 7 plant-specific regulatory elements. Trans-acting elements were primarily categorized into four types. The proportions of trans-acting response elements were 40.37%, 38.90%, 19.88%, and 0.85%, respectively. Among the 43 gene family members, the maximum number of trans-acting response elements was 20, and the minimum was 0. In summary, excluding light-responsive elements, as many as 54.8% of the promoter regulatory elements play a key role in plants.

In addition, the DELLA protein is a negative regulator of the GA signaling pathway. Light can effectively inhibit the accumulation of the DELLA protein in germinating seeds. In contrast, salt stress promotes the accumulation of the DELLA protein and the increase in the DELLA protein, thus inhibiting the growth and development of rhizomes to regulate the resistance of sweet orange plants under salt stress. Therefore, it is crucial to have light-responsive action elements in sweet orange *GRAS* genes; as we can see from the number of cis-action elements of each *GRAS* gene, the three *CsGRAS* genes in the DELLA subfamily and their light-responsive action elements are 5, 5, and 20, respectively, which are in the middle to upper level compared with the number of other *CsGRAS* genes. Compared with the number of other *CsGRAS* genes, the number of light-responsive elements in the *CsGRAS27* gene is between the middle and upper levels. Notably, *CsGRAS27* harbors the highest number of light-responsive elements overall, indicating heightened light sensitivity and the ability to effectively regulate DELLA protein levels in response to light intensity changes.

### 3.6. GO Functional Annotation and KEGG Enrichment Analysis of the Sweet Orange GRAS Transcription Factor Family

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses are indispensable tools in bioinformatics research. In this study, functional annotation of the 43 CsGRAS transcription factors was performed using eggNOG-mapper. 

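In the annotation columns of the authors' deposited table, 24 of the 43 *CsGRAS* genes carried GO terms, and each of the 24 had terms in the 3 categories of process, component and function. The DELLA genes *CsGRAS8* and *CsGRAS27*, the HAM genes *CsGRAS1*, *CsGRAS5*, *CsGRAS19* and *CsGRAS20*, and the SHR gene *CsGRAS3* were among them. These counts describe annotation and hold for control and NaCl leaves alike.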

The results (Figure 7, Table S4) revealed that 23 *CsGRAS* genes were annotated across three primary GO categories: Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). Within Molecular Function, *CsGRAS* genes were significantly enriched in DNA-binding transcription factor activity, sequence-specific DNA binding, and organic cyclic compound binding. This enrichment profile suggests these genes likely possess specific functional roles or high activity, potentially participating in coordinated biochemical processes or enzymatic reactions. For Cellular Component, *CsGRAS* genes showed enrichment in terms associated with intracellular anatomical structures, membrane-bounded organelles, and intracellular components. This localization pattern implies potential involvement in critical biological processes, such as cell division, substance transport, and signal transduction. Regarding Biological Process, significant enrichment was observed for processes including biosynthesis, the regulation of gene expression, and macromolecule biosynthetic regulation. These processes are fundamental to organismal survival, reproduction, development, and environmental adaptation. Furthermore, to elucidate the roles of salt-stress-associated *CsGRAS* genes, a GO chord diagram (Figure 8) was constructed based on the enrichment results. This analysis identified three *CsGRAS* genes exhibiting significant differential expression linked to salt stress. 

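Besides *CsGRAS27*, *CsGRAS3* of the SHR subfamily and *CsGRAS24* of the DLT subfamily carried GO terms and were called by the authors in the comparison of NaCl with control leaves. *CsGRAS3* (Cs_ont_1g023430) had 2.68 ± 0.714 FPKM (SD, n = 3) in control and 1.47 ± 0.111 FPKM (SD, n = 3) in NaCl. *CsGRAS24* (Cs_ont_5g040500) was low, with 0.803 ± 0.503 FPKM (SD, n = 3) in control and 0.167 ± 0.0711 FPKM (SD, n = 3) in NaCl. For both genes the groups did not overlap, but for *CsGRAS24* control replicate 3 (0.236 FPKM) and NaCl replicate 3 (0.220 FPKM) were close. The log2 fold change of *CsGRAS3* was -0.56 (standard error 0.21, adjusted p = 0.136 from limma), and -0.84 on recovered reads (adjusted p = 0.115 from limma). *CsGRAS24* was under the minimum of 0.5 FPKM in 3 libraries that the test required. With no such minimum its log2 fold change was -0.59 (standard error 0.22, adjusted p = 0.179 from limma over 23073 genes). Its control values were too low to allow an absolute log2 fold change of 1 on log2(FPKM + 1).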

Notably, *CsGRAS27* (a member of the DELLA subfamily) was among these genes. Given that genes within the same subfamily often share functional pathways, this finding suggests *CsGRAS15* (also a DELLA subfamily member) may participate in analogous metabolic or signal transduction pathways in response to salt stress.

KEGG pathway enrichment analysis maps differentially expressed genes (DEGs) to established metabolic and signaling pathways (Table S5). This helps us to understand how genes are involved in specific metabolic and signaling processes in organisms [49]. The KEGG enrichment analysis revealed that only 5 of the 43 *GRAS* genes were enriched for unique phytohormone signaling pathways, of which *CsGRAS8*, *CsGRAS15*, and *CsGRAS27* belong to the DELLA subfamily, which are all genes in this subfamily. 

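The authors' deposited table placed the same 5 genes in plant hormone signal transduction, and the 2 outside the DELLA subfamily were *CsGRAS40* and *CsGRAS41*, both of the SCL3 subfamily. *CsGRAS40* (Cs_ont_9g001540) had 1.5 ± 0.737 FPKM (SD, n = 3) in control leaves and 0.993 ± 0.389 FPKM (SD, n = 3) in NaCl leaves, a log2 fold change of -0.30 (standard error 0.29, adjusted p = 0.493 from limma), with overlapping groups. *CsGRAS41* (Cs_ont_9g001580) was too low to test, at 0.0844 ± 0.0904 FPKM (SD, n = 3) in control and 0.0840 ± 0.0943 FPKM (SD, n = 3) in NaCl. Another SCL3 gene, *CsGRAS12* (Cs_ont_2g031350), was placed in pyrimidine metabolism and was the most expressed of the subfamily, with 28.0 ± 4.27 FPKM (SD, n = 3) in control and 24.7 ± 1.88 FPKM (SD, n = 3) in NaCl (log2 fold change -0.17, standard error 0.16, adjusted p = 0.473 from limma).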

The remaining two genes belong to the SCL3 subfamily. In addition, a model of GA signaling mediated by DELLA proteins under normal growth conditions (in the absence of stress) was constructed via KEGG enrichment analysis (Figure 9). As shown in Figure 9B, DELLA proteins act as negative regulators in the GA signaling pathway to deter plant growth and development. After active GA binds to GID1 in the cytoplasm, it then promotes the binding of GID1 to the N-terminus of the DELLA protein in the nucleus, leading to a conformational change in the DELLA protein and promoting the interaction of the C-terminus of the DELLA protein with SCF^SLY/GID2/SNE^ (the SCF complex is an E3 ubiquitin ligase in the 26S proteasome degradation system). This results in the formation of the GID1-GA-DELLA protein complex, which enhances the interaction between DELLA and SCFSLY/GID2/SNE, leading to the ubiquitination of the DELLA protein and its degradation via the 26S proteasome complex, which in turn relieves the deterrent effect of the DELLA protein.

### 3.7. Analysis of Protein Network Interactions of the Sweet Orange GRAS Transcription Factor Family

Network interactions of 43 CsGRAS proteins were analyzed, and the results (Figure 10) showed that 13 genes formed four different interaction groups. Among the 43 CsGRAS proteins, the remaining 30 genes did not exhibit interactions, indicating that interacting proteins play critical roles. Notably, *CsGRAS8*, *CsGRAS15*, and *CsGRAS27*—members of the DELLA subfamily—form interactions and are known to play central roles in the GA signaling pathway [50], highlighting the inseparable link between the functions of these three genes and the DELLA subfamily.

### 3.8. Expression Pattern Analysis of CsGRAS Transcription Factor Family Genes Under Salt Stress

When plants are in an adversarial environment, their cells display adaptations that respond to dramatic fluctuations in external conditions by continuously adjusting their gene expression patterns. At the core of this complex adaptation process lies a multilevel regulatory network constructed of transcription factor families [51]. Following a two-week salt stress treatment, plants exhibited characteristic symptoms of salt-induced injury. These included progressive leaf yellowing, marginal leaf necrosis, and the curling of young leaves. Notably, the observed leaf yellowing may reflect photoprotective chlorophyll degradation, an initial stress response, or potentially indicate the onset of programmed cell death (PCD) in severely damaged tissues. These phenotypic alterations are consistent with established markers of ionic toxicity and oxidative damage under salt stress conditions (Figure 11). To understand the expression patterns of *CsGRAS* genes in sweet orange under salt stress, we conducted a transcriptome analysis of differential gene expression, identifying 42 expressed *CsGRAS* genes. Among these, 19 genes were up-regulated, while 23 genes were down-regulated. 

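RNA from leaves of 3 control samples and 3 samples given 2% NaCl for 14 days was sequenced; the paper describes 3 biological replicates of 4 seedlings per group. The treatment protocol in the sample labels instead names boron at 0.01 mg/L for 25 days. The titles and treatment labels name NaCl, and the paper's treatment is used here. The titles call the control samples leaf blades with sterile water and the NaCl samples leaf, while the paper describes leaves and a control on medium without salt. A difference in the part of the leaf sampled could not be told apart from an effect of NaCl. The authors aligned the reads with HISAT2 and deposited FPKM (fragments per kilobase of gene, scaled to library depth) for 29875 genes. The FPKM values of a gene were whole multiples of 1 read, from which the depth was recovered: 17558452, 14889420 and 14325408 reads in control replicates 1 to 3, and 17307079, 17778476 and 19520980 reads in NaCl replicates 1 to 3. One read in a gene of 1 kb was worth 0.0512 to 0.0698 FPKM. The 17285 genes with at least 0.5 FPKM in at least 3 libraries were tested with limma on log2(FPKM + 1), a scale that understates the change of low genes. At an adjusted p of 0.05 and an absolute log2 fold change of 1, 169 genes were higher and 303 were lower in NaCl (226 and 333 at the adjusted p alone), and with upper-quartile scaling 85 were higher and 275 lower. The median log2 fold change of all tested genes was 0.18, and 0.08 after quantile normalization. Control replicate 2 lay nearest to the NaCl libraries on the first principal component (-9.50, against -51.5 and -66.3 for control replicates 1 and 3 and 25.6 to 51.7 for the NaCl libraries). The counts changed with the library left out. They were 916 higher and 884 lower without control replicate 2, 0 and 2 without control replicate 1, and 0 and 0 without control replicate 3. Without NaCl replicates 1, 2 and 3 they were 24 and 76, 51 and 69, and 1 and 4. Leaving out a library also lowers the power of the test, and this was not separated from the part of the library itself. At an unadjusted p of 0.05 from limma and the same fold change, 612 genes were higher and 881 lower with all libraries. These counts were 375 and 702 without control replicate 3, and 1162 and 1073 without control replicate 2.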

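Of the 43 *CsGRAS* genes, 20 had a higher and 22 a lower mean FPKM in NaCl leaves (19 and 23 by the mean of log2(FPKM + 1)), and 1, *CsGRAS31*, was listed at 0 in every library. In the PAT1 subfamily 1 of the 6 tested genes had a positive and 5 a negative log2 fold change, and in the LISCL subfamily 2 and 4 of 6. As groups neither passed the camera test (adjusted p = 0.250 for PAT1 and 0.290 for LISCL). These tallies rest on direction alone: 11 of the 43 genes were too low to test, and of the 32 tested, 13 had a positive and 19 a negative log2 fold change, of which 10 reached an unadjusted p of 0.05. Relative to the median of all tested genes, 10 of the 32 were higher and 22 were lower. The tally of means ranged from 16 higher and 26 lower without control replicate 1 to 23 higher and 19 lower without control replicate 3.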

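*CsGRAS16* (Cs_ont_4g016660), a PAT1 member and the most expressed *CsGRAS* gene in control leaves, had 644 ± 246 FPKM (SD, n = 3) in control and 154 ± 75.5 FPKM (SD, n = 3) in NaCl, a log2 fold change of -2.09 (standard error 0.42, adjusted p = 0.0516 from limma). *CsGRAS38* (Cs_ont_8g002360), a LISCL member, had 9.98 ± 2.51 FPKM (SD, n = 3) in control and 4.31 ± 2.12 FPKM (SD, n = 3) in NaCl, a log2 fold change of -1.11 (standard error 0.35, adjusted p = 0.102 from limma). In the same subfamily, *CsGRAS33* (Cs_ont_7g000170) had 6.93 ± 2.76 FPKM (SD, n = 3) in control and 15.5 ± 1.84 FPKM (SD, n = 3) in NaCl, a log2 fold change of 1.11 (standard error 0.28, adjusted p = 0.0696 from limma), and *CsGRAS36* (Cs_ont_8g002330) had 50.5 ± 7.03 and 32.3 ± 1.42 FPKM (SD, n = 3 each), a log2 fold change of -0.62 (standard error 0.14, adjusted p = 0.0606 from limma). *CsGRAS33* and *CsGRAS36* were chosen here after their values were seen. For these 4 genes every NaCl library lay on 1 side of every control library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and 10 of the 32 tested *CsGRAS* genes were separated in this way, against 10% by chance and 36.1% of all tested genes. Over all genes tested by limma, 0 *CsGRAS* genes passed both thresholds, and 4 (*CsGRAS16*, *CsGRAS27*, *CsGRAS33* and *CsGRAS38*) did at an unadjusted p of 0.05. Adjusted over the list alone, 3 passed both thresholds (*CsGRAS16*, *CsGRAS27* and *CsGRAS33*); the values of these genes in Table S6 had been read before testing, so this is not independent evidence. Without control replicate 2 these 3 genes also passed over all genes (adjusted p = 0.0221 for *CsGRAS16* and 0.0221 for *CsGRAS33* from limma). With any other single library left out, 0 *CsGRAS* genes passed both thresholds.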

Compared with those in the control group, seven genes were significantly differentially expressed (Figure 12A, Table S6), namely, *CsGRAS3*, *CsGRAS15*, *CsGRAS16*, *CsGRAS24*, *CsGRAS27*, *CsGRAS35*, and *CsGRAS38*. 

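*CsGRAS35* (Cs_ont_7g027840), placed in the SCL3 subfamily by Table S2, had 1.34 ± 0.691 FPKM (SD, n = 3) in control leaves and 3.15 ± 1.25 FPKM (SD, n = 3) in NaCl leaves. Its libraries held 1.22, 2.09 and 0.724 FPKM in control and 4.58, 2.28 and 2.60 FPKM in NaCl, so the highest control and the lowest NaCl library were close. The log2 fold change was 0.83 (standard error 0.31, adjusted p = 0.133 from limma), and 1.29 with a pseudocount of 0.01 (adjusted p = 0.142 from limma). *CsGRAS27* was more clearly separated, with 5.07, 9.61 and 5.93 FPKM in control and 13.7, 15.0 and 19.7 FPKM in NaCl.

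**Figure D1:**
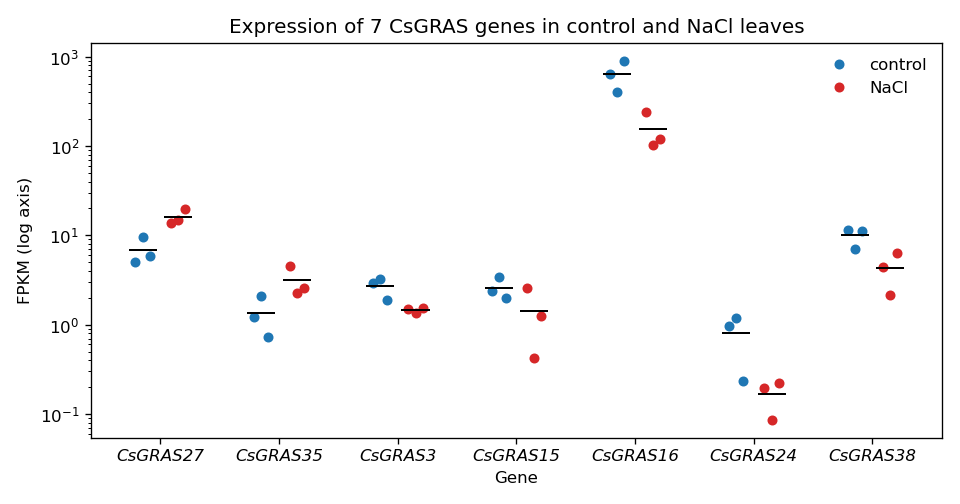
FPKM on a log axis of *CsGRAS27*, *CsGRAS35*, *CsGRAS3*, *CsGRAS15*, *CsGRAS16*, *CsGRAS24* and *CsGRAS38* in 3 control (blue) and 3 NaCl (red) libraries; each point is a library and each black line the mean of a group. The groups overlap for *CsGRAS15* and are separated for the other 6 genes, by narrow gaps for *CsGRAS24*, *CsGRAS35* and *CsGRAS38*.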

Among the seven DEGs, only the genes encoding *CsGRAS27* and *CsGRAS35* were upregulated.

To further verify the accuracy of the transcriptome data, four *CsGRAS* genes exhibiting significant differences in the transcriptome data were selected for qRT-PCR validation. As shown in the results (Figure 13A, Table S7), the expression levels of *CsGRAS15*, *CsGRAS27*, *CsGRAS35*, and *CsGRAS38* were either up-regulated or down-regulated following salt stress when compared to the control group (CK). A correlation was found between the transcriptomics data and real-time quantitative PCR data. The dashed line represents the linear regression fit (R^2^ = 0.976), with a residual standard deviation of 0.35 (Figure 13B). These findings indicate that the RNA-seq data are reliable, as qRT-PCR further confirms the accuracy of the transcriptome data, demonstrating a high correlation with the transcriptome results. Collectively, these results validate the accuracy of the transcriptomic data and reinforce the reliability of the differentially expressed genes identified within the transcriptome. Additionally, they suggest that these *CsGRAS* genes play a crucial role in the response of sweet orange to salt stress.

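The 4 genes measured by both methods kept their direction in the RNA-seq data whichever library was left out. The log2 fold change ranged from 0.99 to 1.39 for *CsGRAS27*, from 0.59 to 1.05 for *CsGRAS35*, from -0.98 to -0.31 for *CsGRAS15* and from -1.39 to -0.77 for *CsGRAS38*. In the authors' deposited table the log2 fold changes of these genes were 1.06, 1.06, -1.06 and -1.45, with p-values of 0.00440, 0.0401, 0.0227 and 0.00285 before adjustment and 0.0989, 0.355, 0.259 and 0.0780 after Benjamini-Hochberg adjustment over the 23073 genes of that table. In the raw Ct values of Table S7, not corrected for actin, a lower Ct means more RNA. They were lower in NaCl for *CsGRAS27* and higher for *CsGRAS38*, the direction of the RNA-seq change of each. For *CsGRAS35* they were higher in NaCl, opposite to its RNA-seq rise, and for *CsGRAS15* the groups overlapped. No correlation was computed here over 4 genes. From the correlation of the 2 methods over these genes, the paper concludes that the RNA-seq data are reliable, and it proposes that these genes have a role in the response of sweet orange to salt stress.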

### 3.9. Multiple Sequence Alignment and Protein Tertiary Structure Prediction of DELLA Subfamily Genes

In this study, only the genes in the DELLA subfamily were analyzed via multiple sequence alignment (important parts were intercepted). Multiple sequence alignment (Supplementary Figure S2) revealed that most CsGRAS proteins have n-terminal and highly conserved C-terminal ends, and the conserved domains located at the C-terminal end include VHIID, LHRI, and SAW. In the entire DELLA subfamily, the 12 proteins included all the contained VHIID and LHRI structural domains. The VHIID domains, together with other regions (e.g., LHRI, PFYRE, and SAW), are involved in protein interactions that regulate plant growth and development and gibberellin signaling [52]. Proteins with similar sequences have similar three-dimensional structures, and the same structural domains in different proteins have identical functions. The protein tertiary structures of sweet orange and Arabidopsis *GRAS* members in the DELLA subfamily were predicted via SWISS-MODEL (Figure 14), and the GMQE values ranged from 0.49 (*AtRGL1*) to 0.85 (*CsGRAS15*); the tertiary structure analyses revealed that the structures were very similar among the subfamily members. The high structural similarity between the sweet orange *GRAS* members in DELLA and the Arabidopsis *GRAS* members further suggests that both may have the same function.

### 3.10. Analysis of Gibberellin Signaling Under Salt Stress

The analysis revealed that the *CsGRAS15* gene has no GO annotation function but has a KEGG enrichment function. The KEGG enrichment analysis under salt stress conditions revealed (Figure 15) that genes in the DELLA subfamily of the sweet orange GRAS transcription factor family encode DELLA proteins, which are negative regulators of the GA response and play vital roles in the plant response to gibberellin (GA) signaling. 

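Some genes of plant hormone signal transduction passed the test in NaCl leaves, among them neither gene annotated with gibberellin binding. Of 185 tested genes of the pathway, 14 were lower and 1 was higher at an adjusted p of 0.05 from limma (18 and 2 adjusted over the list alone). Without control replicate 2 the counts were 23 lower and 24 higher, in a setting where 1363 of all 17285 tested genes were lower and 2856 higher. The lowest adjusted p belonged to Cs_ont_4g006060, with 60.4 ± 10.5 FPKM (SD, n = 3) in control and 6.86 ± 0.966 FPKM (SD, n = 3) in NaCl, a log2 fold change of -2.96 (standard error 0.18, adjusted p = 0.00891 from limma). The gene that was higher is annotated with abscisic acid binding and had a log2 fold change of 0.95 (standard error 0.19, adjusted p = 0.0496 from limma). The 2 genes annotated with gibberellin binding, the function of the receptor GID1, had log2 fold changes of 0.59 (adjusted p = 0.20 from limma) and 0.40 (adjusted p = 0.464 from limma). For enzymes of gibberellin synthesis, the 1 tested gibberellin 20-oxidase gene had a log2 fold change of 0.10 (adjusted p = 0.90 from limma) and the 2 tested 3-beta-dioxygenase genes had 0.93 and 0.26 (adjusted p = 0.301 and 0.585 from limma). The 1 tested gene of ent-kaurenoate oxidase, an earlier enzyme of gibberellin synthesis, had 0.71 (adjusted p = 0.0746 from limma). Of 7 tested genes of gibberellin 2-beta-dioxygenase, which inactivates gibberellin, 1 was lower (12.7 ± 1.36 FPKM in control and 6.25 ± 0.505 FPKM in NaCl, SD, n = 3 each, log2 fold change -0.92, adjusted p = 0.0420 from limma). The log2 fold changes of the 7 genes ranged from -2.06 to 1.88, and the other members did not pass. Genes lower past both thresholds were over-represented in the hormone pathway against the 3719 tested genes that have a pathway (one-sided Fisher's exact test, adjusted p = 0.000718 over 218 tests), but the pathway as a whole did not stand apart (camera, adjusted p = 0.11; adjusted p = 0.977 with an estimated correlation), and its median log2 fold change was 0.14 and its mean -0.10. Without control replicate 3 none of these genes passed, in a setting where 0 of all 17285 tested genes did.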

Under adverse conditions such as salt stress, GA molecules first bind to the GID1 receptor, and this binding event subsequently enhances the affinity of GID1 for the N-terminus of the DELLA protein, triggering a structural change in the DELLA protein. This structural change significantly inhibited the interaction between the DELLA protein and GID2, in turn blocking the pathway that might otherwise lead to the ubiquitination of the DELLA protein. Ubiquitination is normally a signaling process that marks proteins for degradation, but in this scenario, the stability of the DELLA protein is increased as its ubiquitination is blocked. Moreover, as the DELLA protein dissociates from certain transcription factors, growth and developmental regulatory mechanisms that DELLA proteins would otherwise inhibit are released. Specifically, this change inhibited root overgrowth, allowing the plant to adjust its growth strategy to adapt to and resist adversity under unfavorable environmental conditions such as salt stress, thus ensuring survival and reproduction.

In contrast to the model of DELLA protein-mediated GA signaling under normal conditions, the degradation of DELLA proteins mediated through SCFSLY/GID2/SNE is not required in the GA signaling pathway under salt stress. When a functional DELLA structural domain is present, the inhibitory effect of DELLA proteins can be removed by GA and GID1 proteins alone.

## 4. Discussion

Soil salinization, driven by climate change, inappropriate irrigation, and coastal agricultural expansion, is a serious constraint on sweet orange production and exacerbates this threat. Unlike some wild or hybrid citrus relatives, sweet oranges—domesticated for a long time to prioritize fruit quality traits—are more sensitive to salt stress, often at the expense of stress resistance [40]. Excessive Na^+^ and Cl^−^ accumulation disrupts osmotic balance, impairs photosynthetic efficiency, induces oxidative damage, and ultimately reduces fruit yield and quality [53]. Furthermore, improving salt tolerance in sweet oranges is crucial for sustainable agriculture. Most commercial cultivars are grafted onto rootstocks with limited salt adaptation. Investigating the molecular mechanisms of salt responses in the scion-rootstock system could guide breeding programs or biotechnological interventions to expand cultivation into marginal lands. This aligns with the urgent need to mitigate food security risks under escalating environmental pressures.

The GRAS transcription factor family, which is large and critical in the plant kingdom, can be involved in the regulatory gene expression network in response to many complex and variable adversity challenges. Several studies have shown that members of this family exhibit irreplaceable functions in mitigating drought, resisting salt stress, and adapting to abiotic stresses such as low temperatures. These are important components in plant survival strategies. In addition, GRAS transcription factors regulate plant growth and development [4,48], leaving the imprint of their roles from cell division to tissue differentiation to the shaping of overall morphology. These findings not only deepen our understanding of plant stress tolerance mechanisms but also provide valuable genetic resources and a theoretical basis for future improvements in crop stress tolerance and yield via genetic engineering. The GRAS transcription factor family is named after its unique *GRAS* structural domain (an acronym for the three proteins GAI, RGA, and SCR), a conserved amino acid sequence usually located at the N-terminal end of proteins. Members of the *GRAS* family are widely found in the plant kingdom and have many biological functions. In the present study, we identified 43 *CsGRAS* genes, which is relatively high compared with the 34 Arabidopsis *GRAS* genes but lower than the number of poplar (106) [23], soybean (117) [26], and wheat (153) [54] genes, suggesting that the GRAS transcription factor family is related to the genome size of different species. By phylogenetic analysis, *CsGRAS35* emerged as a subfamily, suggesting that it may have unique functions. Other *CsGRAS* genes were observed to form tight clusters with *GRAS* genes from the model plant *A. thaliana*. This phenomenon suggests a high degree of evolutionary conservation of these genes [23]. More significantly, the corresponding sweet orange CsGRAS proteins were successfully identified in each *GRAS* subgroup of Arabidopsis. These findings further support the fundamental biological roles that these genes may have played in the long-term evolutionary history of sweet oranges. The GRAS transcription factors of sweet orange can be classified into 10 subfamilies, of which LISCL and PAT1 are the largest subfamilies; however, the SCL3, SCR, SCL4/7, HAM, DELLA, and SHR subfamilies also contain several genes with some differences. In addition, the rationality of the classification was further confirmed when the results of the conserved motif, gene structure, and structural domain analyses were considered. Specifically, the conserved motif analysis revealed that similar genes were more inclined to cluster within the same subfamily. This phenomenon not only justified the classification but also implied the potential functional similarity of these genes. Moreover, multiple motifs were found in specific proteins, which were combined in unique and consistent patterns, suggesting that these proteins may carry specific biological functions that are essential for maintaining the growth and development of sweet oranges and their ability to adapt to the environment [55]. It is important to note that, despite our efforts to enhance resolution through subfamily analysis and experimental validation, the enrichment methods based on annotation databases for the functional prediction of large protein families may still be affected by functional redundancy among homologs. Future studies that integrate single-cell expression profiles or deep learning predictions, such as AlphaFold structural-functional inference, may further refine these conclusions. In the analysis of structural domains, the DELLA structural domains were found to appear exclusively in the DELLA subfamily, whereas the GRAS superfamily was identified only in SHR, SCL4/7, HAM, and SCL3. This finding not only reveals the complexity of the internal structure of the *GRAS* gene family but also suggests that this heterogeneity in the distribution of the structural domains enables the diversity of the *GRAS* gene family to develop and profoundly influence its functional differentiation and specialization. Furthermore, our gene structure analysis revealed that most of the subfamily genes are intronless, except for the PAT1, SCL3, and LISCL subfamily CsGRAS genes, which are similar to *GRAS* genes in sweet potato [56], *A. thaliana* [21], and potato [57]. This finding illustrates that intronless genes tend to respond quickly to changes in environmental conditions [58]. However, the *CsGRAS12* gene in the SCL3 subfamily contains 13 introns, which is significantly different from other *CsGRAS* genes, and this difference in the number of introns is likely a result of chromosomal structural variation, which may further contribute to the functional diversity within the gene family. Specifically, the variation in the number of introns may affect the transcriptional regulation of the gene, mRNA stability, or translation efficiency, thus conferring unique biological functions to the *CsGRAS12* gene and enriching the functional spectrum of the entire *CsGRAS* gene family. In summary, the clustering pattern of the phylogenetic tree shows a high degree of consistency with the structural features of conserved motifs, gene structures, and structural domains, which reveals that similar genes in the course of evolution often tend to possess similar functions. This pattern not only deepens our understanding of the mechanism of gene evolution but also helps to screen *GRAS* genes with similar functions. For example, heterologous overexpression of HcSCL13 in salt spicewood enhanced plant growth and salt tolerance in transgenic Arabidopsis [31]. The *A. thaliana* SCL15 gene improved the drought tolerance of plants [59]. It is speculated that PAT1 and the HAM subfamily of *CsGRAS* genes have similar functions.

Cis-acting elements play crucial roles in the transcriptional regulation of neighboring genes, and they can directly influence and regulate the transcriptional activities of these genes. In this study, the cis-acting elements in the initiation region of the CsGRAS transcription factor family were mainly light-responsive cis-acting elements, hormone-associated cis-acting elements, and environmental stress-responsive elements. Light-responsive cis-acting elements and hormone-associated cis-acting elements were more numerous, accounting for 79.27% of the total, and hormone cis-acting elements, such as abscisic acid (ABA), gibberellin (GA), methyl jasmonate (MeJA), and salicylic acid (SA) were more numerous. GA-responsive elements had the highest distribution in the LISCL subfamily, with 8 ABA-responsive elements more frequently distributed in the PAT1 and LISCL subfamilies, with 21 and 20 ABA-responsive elements, respectively. Members of the GRAS transcription factor family contain a DELLA protein structural domain at their N-terminus, which plays a crucial role in GA signaling [60]. By participating in the regulation of GA signaling pathways, DELLA proteins can influence and fine-tune multiple aspects of plant growth and development. GA levels or signaling can also affect plant salt tolerance during salt stress [61], and the absence of DELLA repressors reduces salt tolerance in Arabidopsis [62]. ABA is commonly associated with the promotion of plant growth processes, such as stem elongation, flower development, and seed germination processes. ABA acts more as a stress hormone and is crucial when plants face unfavorable environments like drought and high salt. Under normal conditions, the presence of moderate amounts of ABA helps maintain the normal activity of plant cells; however, when ABA is deficient in plants, their cellular activity may be reduced, resulting in increased sensitivity to adverse stress. For example, under high salt stress, it can activate ABA signaling, which promotes the accumulation of DELLA proteins, inhibits plant growth, and enhances resistance [62].

In the present study, all the *CsGRAS* genes were unevenly distributed on nine chromosomes, with most of the genes located on chromosome 5 and some genes from segmentally duplicated genes, which suggests that the expansion of the gene family is also largely dependent on the production of segmentally duplicated genes. In addition, this study further compared the covariance between sweet orange and two dicotyledonous plants, indicating that, among the two dicotyledonous plants, the covariance between sweet orange and its close relative, apple, was greater than that of the model species, *A. thaliana*.

When plants face adverse stress, they initiate a series of specific life activities as a response mechanism to ensure the stability of the intracellular environment and the maintenance of regular functions. During this process, the expression of some genes changes significantly, and these significantly different genes are likely to play a key role in the stress response pathway of plants [63]. In this study, we analyzed the expression patterns of *CsGRAS* genes under salt stress conditions and identified seven genes that were significantly differentially expressed. Among these, five downregulated genes (*CsGRAS19*, *CsGRAS20*, *CsGRAS25*, *CsGRAS1*, and *CsGRAS5*) belong to the HAM (HAIRY MERISTEM) subfamily within the GRAS transcription factor family. 

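The 5 HAM genes, whose relatives maintain the shoot apical meristem, did not pass the test in NaCl leaves with all libraries. *CsGRAS20* (Cs_ont_5g001400) had 3.08 ± 0.888 FPKM (SD, n = 3) in control and 5.67 ± 1.52 FPKM (SD, n = 3) in NaCl, a log2 fold change of 0.70 (standard error 0.25, adjusted p = 0.121 from limma). Without control replicate 2 the fold change was 0.88 (adjusted p = 0.0474 from limma), in a setting where 4219 of 17285 genes passed the adjusted p. With any other single library left out, its adjusted p from limma was 0.114 to 0.338, but then only 0 to 120 of the 17285 genes passed. *CsGRAS1* (Cs_ont_1g002080) had 3.59 ± 1.04 and 4.83 ± 0.327 FPKM (SD, n = 3 each), a log2 fold change of 0.37 (adjusted p = 0.273 from limma). *CsGRAS25* (Cs_ont_5g042080), *CsGRAS19* (Cs_ont_5g001380) and *CsGRAS5* (Cs_ont_1g026300) had log2 fold changes of 0.15, 0.08 and -0.15 (adjusted p = 0.703, 0.809 and 0.637 from limma). The sign was positive for 4 of the 5 genes and for 2 after quantile normalization, under which *CsGRAS25* and *CsGRAS19* turned to -0.0453 and -0.10. As a group the subfamily gave an adjusted p of 0.943 in the camera test.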

The HAM subfamily is evolutionarily conserved and plays crucial roles in plant development, most notably in maintaining the undifferentiated state of the shoot apical meristem (SAM) through its specific expression patterns and regulatory mechanisms [64]. The SAM is responsible for generating new cells and tissues for continuous plant growth and is the most actively proliferating region of the plant. While HAM genes have also been implicated in root development [64], their primary function centers on SAM regulation. These phenotypic alterations are consistent with established markers of ionic toxicity and oxidative damage under salt stress conditions [65]. The inclusion of *CsGRAS34*, *CsGRAS26*, *CsGRAS43*, *CsGRAS11*, and *CsGRAS35* within the *CsGRAS35* subfamily—despite their primary classification in other subfamilies—suggests shared structural motifs, functional convergences, or conserved evolutionary origins that transcend conventional subfamily boundaries. This observation challenges rigid subfamily delineations and implies that divergent evolution, gene duplication events, or domain shuffling may have generated paralogs with overlapping characteristics. Such complexity likely reflects recurrent adaptive processes within the *GRAS* gene family, where subfunctionalization or neofunctionalization following gene duplication could drive sequence diversification while preserving core regulatory roles. The recurrent presence of *CsGRAS35* orthologs across subfamilies further underscores the dynamic evolutionary trajectory of *GRAS* genes. This pattern may arise from lineage-specific duplication, unequal recombination, or selective retention of ancestral genes with pleiotropic functions. These mechanisms collectively contribute to functional plasticity within the family, enabling nuanced regulatory responses to environmental stimuli. Notably, *CsGRAS15* represents a distinct functional outlier. Its absence from GO annotations suggests uncharacterized molecular roles or taxon-specific functions not yet captured by existing databases. In contrast, KEGG pathway analysis associates *CsGRAS15* and *CsGRAS27* with gibberellin (GA) signaling cascades, where both encode DELLA proteins—central repressors of GA responses. Crucially, DELLA proteins act as master regulators of GA-mediated growth modulation as follows: their degradation derepresses GA signaling, while their stabilization (e.g., under stress) suppresses it. We propose that CsGRAS15 and *CsGRAS27* derived DELLA proteins orchestrate salt stress adaptation by directly tuning GA activity levels, thereby modulating growth–defense trade-offs.

## 5. Conclusions

This study identified 43 CsGRAS transcription factors in the sweet orange genome, phylogenetically classified into ten subfamilies. The transcriptome analysis revealed 42 salt-responsive *CsGRAS* genes (19 upregulated and 23 downregulated), with 7 exhibiting significant differential expression. qRT-PCR validation confirmed these expression patterns. The integrated analysis (phylogeny, homology, and structure) linked *CsGRAS* genes to known arabidopsis salt-tolerance pathways. Notably, KEGG enrichment implicated DELLA subfamily genes in gibberellic acid (GA) signaling. Two significantly differentially expressed DELLA genes, *CsGRAS15* and *CsGRAS27*, encode DELLA proteins—negative regulators of GA response that modulate growth under salt stress. *CsGRAS15* exhibits unique characteristics (KEGG enrichment without GO annotation), suggesting pathway-specific functionality. Both DELLA genes possess enriched light-responsive cis-elements, aligning with reports linking light-induced DELLA accumulation to salt tolerance. This comprehensive analysis provides a foundation for understanding *CsGRAS* function and enables targeted breeding of salt-tolerant citrus cultivars through the manipulation of key regulators like *CsGRAS15/27*.

## Figures and Tables

**Figure 1:**
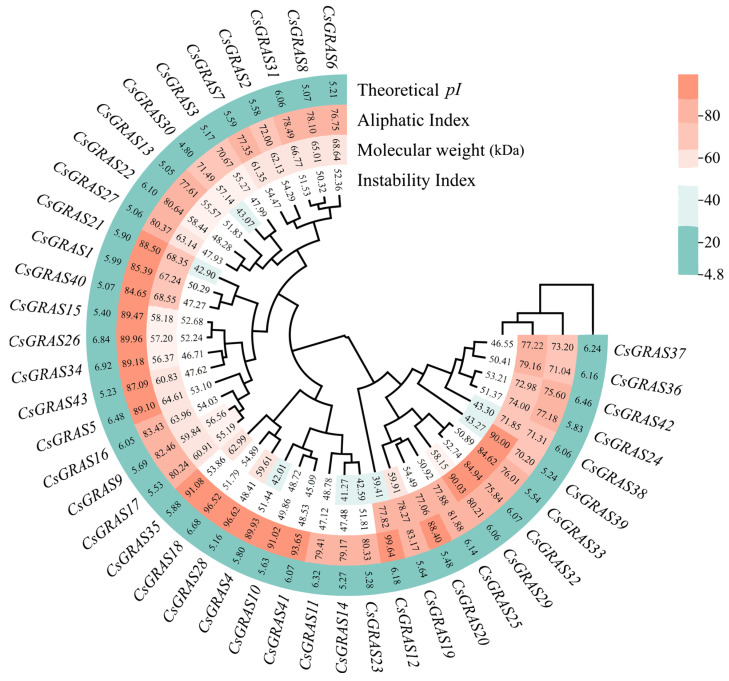
Physicochemical property analysis of the sweet orange *GRAS* gene heatmap. The numbers in the heatmap indicate numerical values, with larger values being darker; the outermost circle indicates the gene’s name, followed by the theoretical pI, aliphatic index, molecular weight (kDa), and instability index.

**Figure 2:**
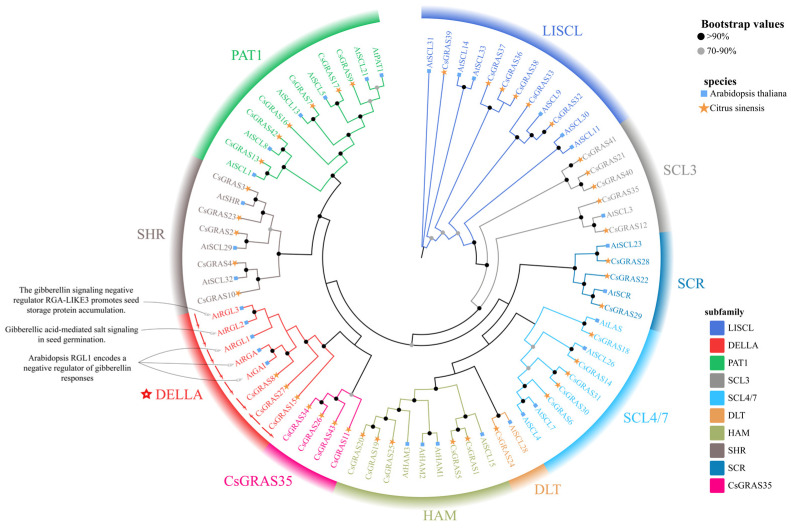
Phylogenetic tree of sweet orange and *A. thaliana* GRAS transcription factor family genes. This phylogenetic tree was constructed via the maximum likelihood method with a total bootstrap value of 1000 replicates; black indicates that the self-expansion value is higher than 90% in 1000 replicates; grey indicates that the self-expansion value is between 70% and 90% in 1000 replicates; and the higher the bootstrap value is, the more frequently the branch appears stably in, the higher the bootstrap value is, the higher the frequency of stable occurrence of the branch in multiple randomly rearranged trees, and therefore, the higher the confidence. The green triangles represent the species *A. thaliana*, and the blue stars represent sweet orange. Different colors indicate different subfamily groups. The five red stars represent subfamilies with specific resistance, and the red arrows indicate positive and negative expression of genes under salt stress. The main biological functions of some GRAS proteins and some representative references are shown in the phylogenetic tree.

**Figure 3:**
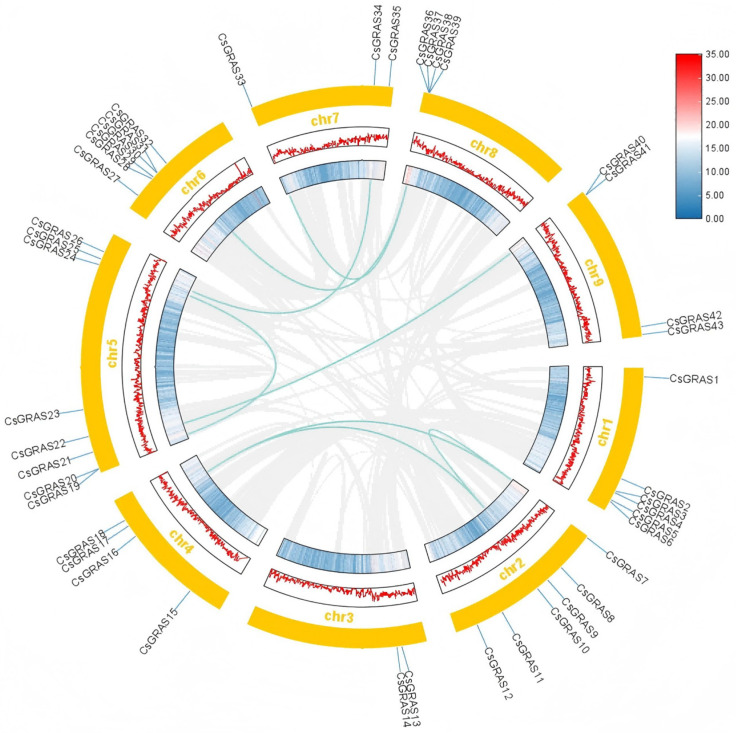
Covariance analysis of sweet orange *GRAS* genes. The grey line represents all duplicated genes, and the dark green line indicates segmentally duplicated *GRAS* gene pairs. Heat and line plots represent gene density, with line density increasing from blue to white to red, and yellow rectangles are chromosomes on which chromosome names are displayed.

**Figure 4:**
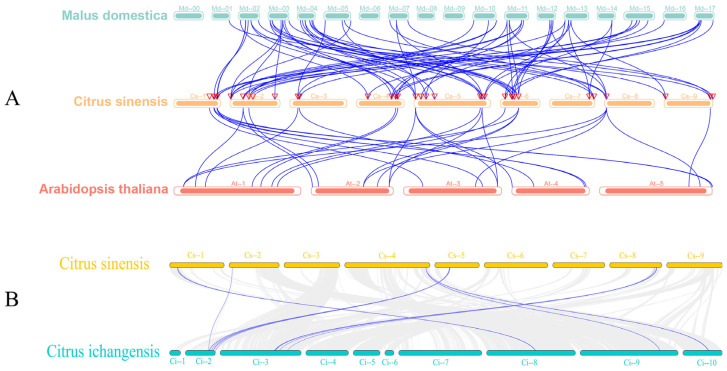
Covariance map of *GRAS* genes in sweet orange (**A**): Collinearity plot between different species of sweet orange, Arabidopsis thaliana, and apple; blue lines indicate collinear *GRAS* gene pairs. At-, Cs-, and Md- denote the chromosomes of *A. thaliana*, sweet orange, and apple, respectively. (**B**): Collinearity plot between sweet orange and its close relative Yichang orange, grey lines denote the duplicated blocks, whereas blue lines denote collinear *GRAS* gene pairs. Cs- and Ci- denote the chromosomes of the sweet orange and Yichang orange chromosomes, respectively.

**Figure 5:**
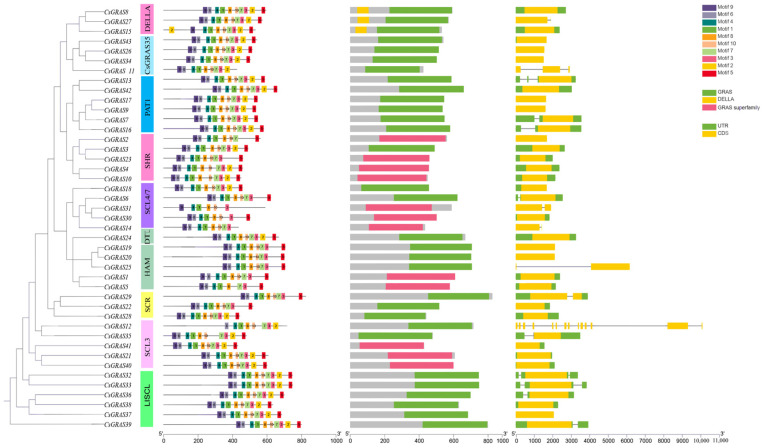
Phylogenetic relationships, gene structure, and structural and conserved motif distributions of CsGRAS transcription factor family genes. Phylogenetic tree analysis of 43 GRAS transcription factor family genes constructed by MERGA; conserved motif distribution of *CsGRAS* genes; colored boxes indicate the motifs; black lines indicate the relative length of the proteins; conserved structural domains of the *CsGRAS* genes; and the exon–intron structure diagram of the *CsGRAS* gene, where green indicates UTR, yellow indicates CDS, and the middle line segment indicates introns.

**Figure 6:**
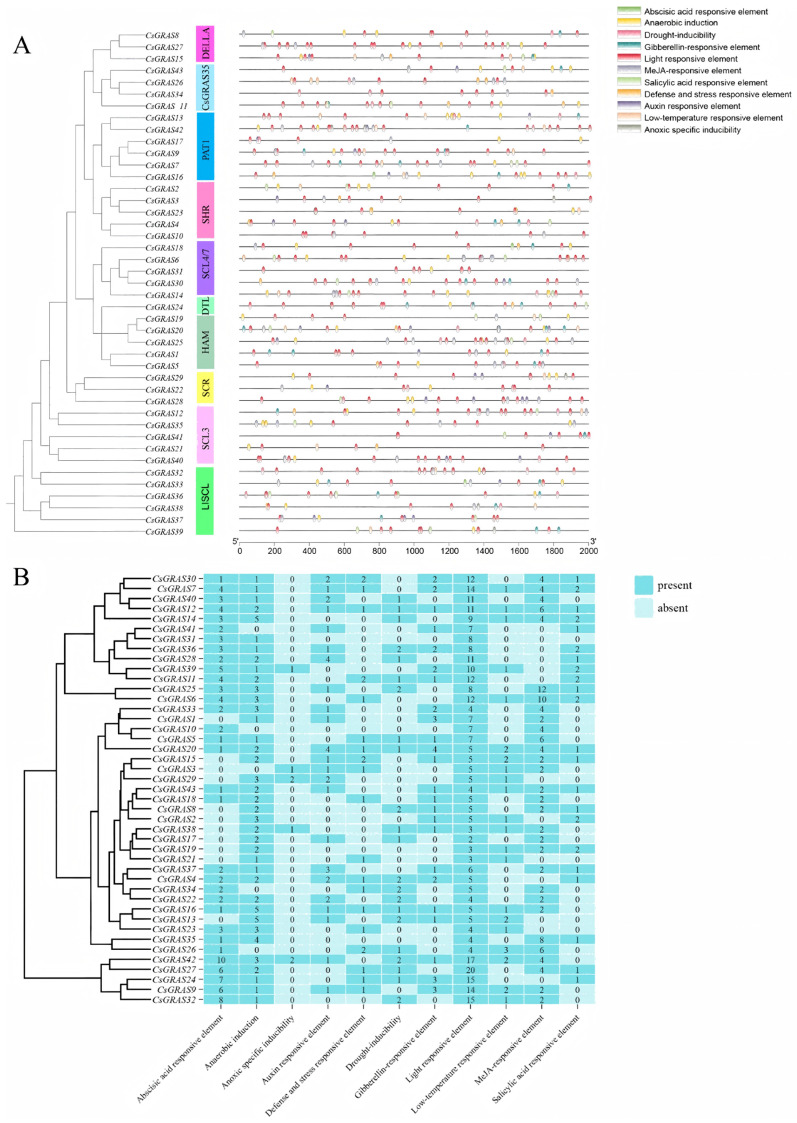
Cis-acting elements of sweet orange *GRAS* genes. (**A**) Position of each cis-acting element. (**B**) The number of cis-acting elements of each *GRAS* gene, and the numbers in the heatmap boxes indicate the number of different elements in these *GsGRAS* genes.

**Figure 7:**
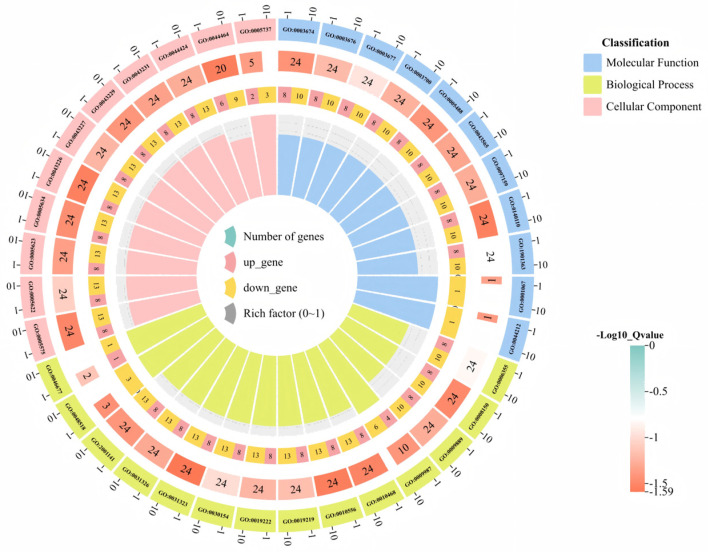
GO functional analysis of *GRAS* genes under salt stress in sweet orange. From the inside out, the 1st circle bar graph represents the ratio of the number of *GRAS* DEGs enriched with the same GO term to the total number of *GRAS* genes; the 2nd circle represents the ratio of the number of *GRAS* genes enriched with differences in the up- and downregulation of the GO terms, with the pink color indicating upregulation and the darker yellow color indicating downregulation. The 3rd circle heatmap represents the total number of genes enriched on the corresponding GO term. The 4th circle represents the GO number, and different classifications are indicated by different colors.

**Figure 8:**
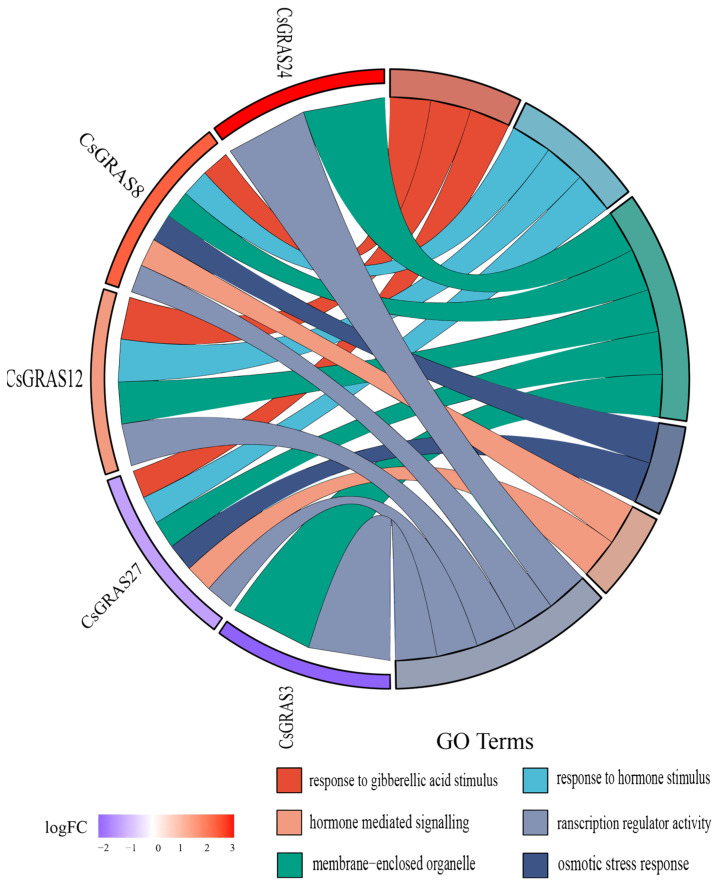
Expression patterns and functional annotations of genes with specific anti-salt stress functions under salt stress. The GO chord diagram is divided into two parts, with the middle as the boundary. On the left side are the genes arranged according to logFC, and on the right side are the GO terms, with different colors indicating different functions.

**Figure 9:**
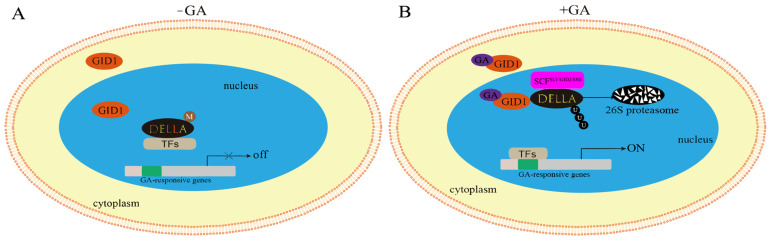
Model of DELLA protein-mediated GA signaling. (**A**) DELLA protein pathway response in the absence of gibberellin action. (**B**) Activation of the DELLA protein pathway under the influence of gibberellic acid.

**Figure 10:**
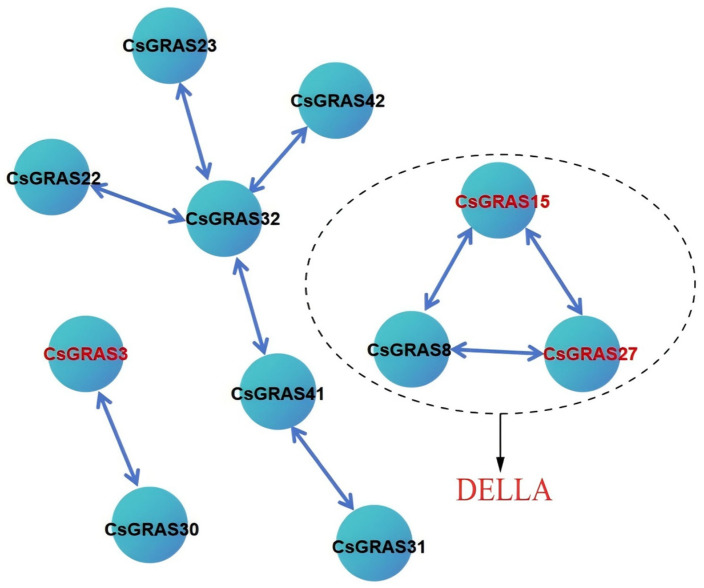
PPI interaction diagram; each circle represents a protein.

**Figure 11:**
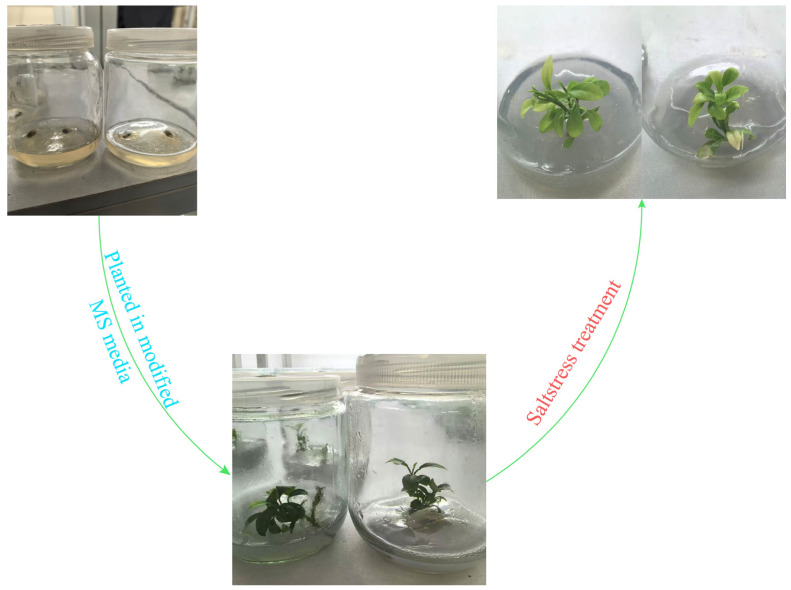
Salt stress experimental treatment chart.

**Figure 12:**
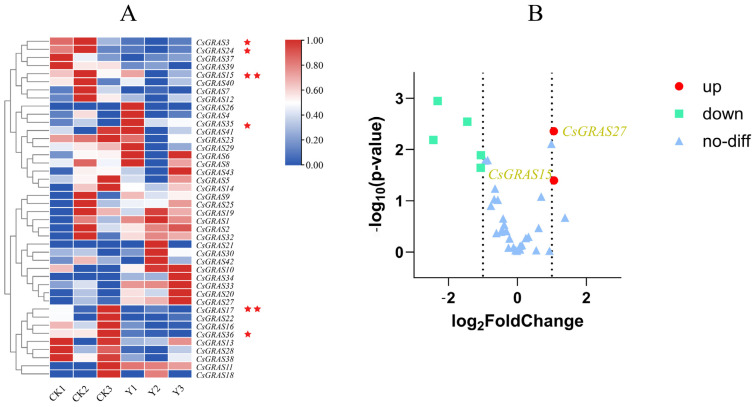
Presents a heatmap illustrating the expression profiles of 42 *CsGRAS* genes in response to salt stress. Panel (**A**) displays the heatmap of differentially expressed *CsGRAS* genes under salt stress; the intensity of red indicates higher expression levels, while the intensity of blue indicates lower expression levels. CK represents the control group, and Y represents the treatment group. Red stars indicate significantly different genes. (**B**): Volcano plot of the transcriptome; the *x*-axis represents the differential fold change in gene expression (log_2_(fold change, log_2_FC)). The *y*-axis represents the statistical significance of differential expression (−log_10_(*p*-value) or −log_10_(adjusted *p*-value). The higher the value is, the greater the importance (the smaller the *p*-value)). Red circles indicate significantly differentially upregulated genes; green squares indicate significantly downregulated genes; and light-blue triangles indicate differentially expressed genes.

**Figure 13:**
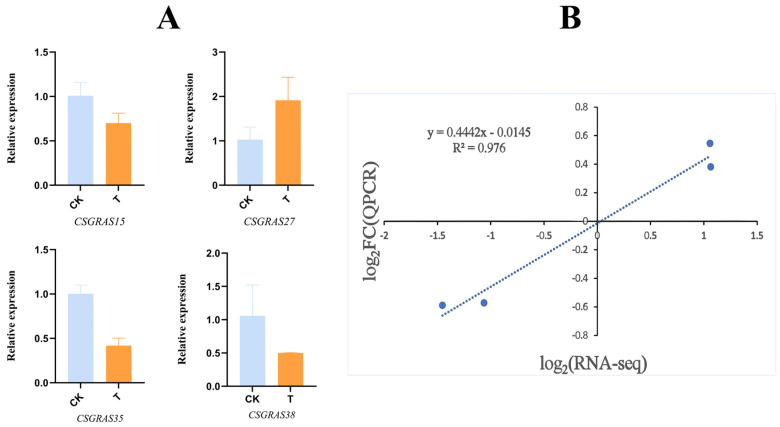
qRT-PCR validation of significantly differentially expressed CsGRAS genes. All data are averages of three biological replicates. (**A**) qRT-PCR validation of four CsGRAS genes that exhibit significant differential expression in sweet orange. (**B**) Correlation analysis between transcriptomic data and qRT-PCR data, with error bars representing the standard deviation of these replicates.

**Figure 14:**
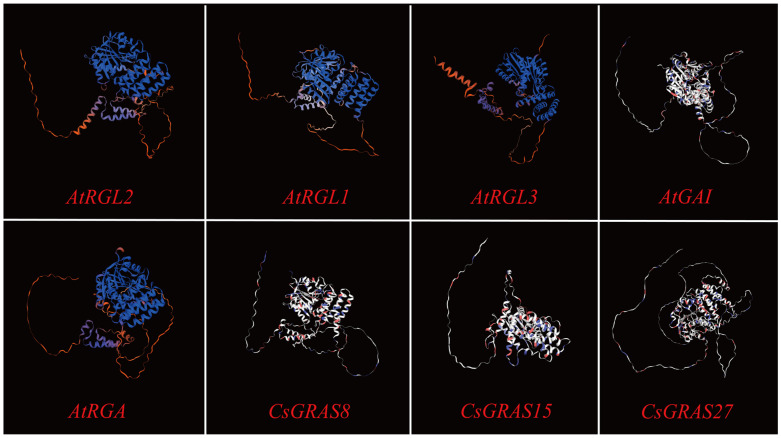
Tertiary structure of sweet orange and Arabidopsis GRAS proteins in the DELLA subfamily.

**Figure 15:**
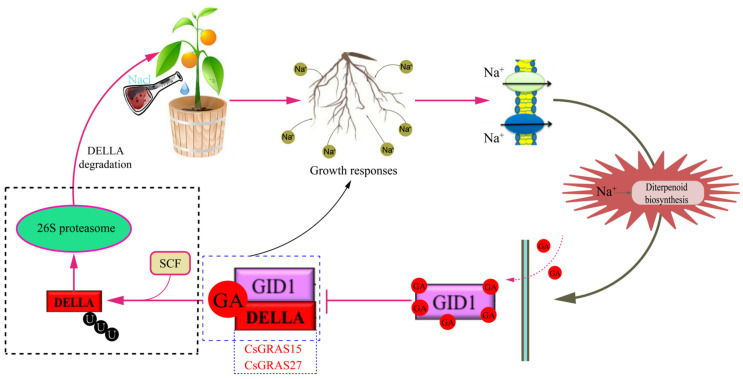
Diagram of the KEGG phytohormone signaling pathway under salt stress in which the *CsGRAS15* and *CsGRAS27* genes act. Under salt stress, sodium ions penetrate the cell membrane to reach the nucleus, promoting diterpenoid biosynthesis and thereby directing the binding of GA molecules to the receptor GID1, which subsequently enhances the affinity of GID1 for the N-terminus of the DELLA protein, triggering a structural change in the DELLA protein (i.e., within the blue dashed line), which inhibits the overgrowth of the root to acclimatize to and resist salt stress. Under normal conditions (i.e., black dashed line), DELLA acts as a negative regulator in the GA signaling pathway, inhibiting plant growth and development. Suppose that the interaction between the DELLA and the SCF is enhanced. In this case, the DELLA protein is ubiquitylated and degraded by the 26S protease complex, which in turn removes the inhibitory effect of the DELLA protein, and the plant can ultimately develop normally.

## Data Availability

All the data generated or analyzed during this study are included in this published article. The C. sinensis genome (v3.0) and annotation files of sweet orange are openly available in the CPBD: Citrus Pangenome to Breeding Database (http://citrus.hzau.edu.cn/seqFetch/query.php (accessed on 6 March 2024)). RNA-Seq data under salt stress conditions can be found under accession numbers GSE248845, GSM7921250, GSM7921251, GSM7921252, GSM7921253, and GSM7921255. The RNA-Seq data are publicly available at the National Center for Biotechnology Information. The other data presented in this study are available in the Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15070946/s1, Table S1: Primer sequences used for qRT-PCR; Table S2: Gene renaming and the subfamily to which it belongs; Table S3: Analysis of physicochemical properties of CsGRAS TFs; Table S4: GO enrichment analysis of sweet orange under salt stress; Table S5: Analysis of KEGG enrichment in sweet orange under salt stress; Table S6: FPKM values of CsGRAS genes; Table S7: Raw CT values of qRT-PCR data for the GRAS gene; Figure S1: Heat map of CsGRAS sequence similarity matrix; Figure S2: Multiple sequence comparison of sweet orange GRAS protein.

# Supplementary material for: Genome-Wide Identification of the GRAS Transcription Factor Family in Sweet Orange and the Regulation of Salt Stress-Enhanced Plant Salt Tolerance in Sweet Orange by CsGRAS15 and CsGRAS27
**Source:** Biomolecules. 2025 Jun 29;15(7):946. doi: 10.3390/biom15070946
**Supplement:** Supplementary file 1

Table S1. Primer sequences used for qRT-PCR.

Gene		sequence (5'-3')
<i>Actin</i>	F	GGTCGTGATCTAACAGACGCCTT
	R	ATCAAGGGCAACATACGCAAGT
<i>CsGRAS15</i>	F	CAGTGGCCGGCTCTTTGA
	R	TCCGAAAGCTCAACGCGT
<i>CsGRAS27</i>	F	CACAGTTACGGTGGCGGT
	R	TAACTCGTCCATGCCGCC
<i>CsGRAS35</i>	F	TCCTTCAGATGCACCGCC
	R	CTAAGGTGCGCCGGTTCA
<i>CsGRAS38</i>	F	CAGCAAGCCCGTTCAGGA
	R	TTGGCGCTGGATGAAGCA

Table S2. Gene renaming and the subfamily to which it belongs.

gene id	rename	subfamily	species
AT1G07520.3	AtSCL31	LISCL	Arabidopsis thaliana
AT1G07530.1	AtSCL14	LISCL	Arabidopsis thaliana
AT1G14920.1	AtGAI	DELLA	Arabidopsis thaliana
AT1G21450.1	AtSCL1	PAT1	Arabidopsis thaliana
AT1G50420.1	AtSCL3	SCL3	Arabidopsis thaliana
AT1G50600.2	AtSCL5	PAT1	Arabidopsis thaliana
AT1G55580.1	AtLAS	SCL4/7	Arabidopsis thaliana
AT1G63100.2	AtSCL28	DLT	Arabidopsis thaliana
AT1G66350.1	AtRGL1	DELLA	Arabidopsis thaliana
AT2G01570.1	AtRGA	DELLA	Arabidopsis thaliana
AT2G04890.1	AtSCL21	PAT1	Arabidopsis thaliana
AT2G29060.1	AtSCL33	LISCL	Arabidopsis thaliana
AT2G37650.1	AtSCL9	LISCL	Arabidopsis thaliana
AT2G45160.1	AtHAM1	HAM	Arabidopsis thaliana
AT3G03450.1	AtRGL2	DELLA	Arabidopsis

			thaliana
AT3G13840.1	AtSCL29	SHR	Arabidopsis thaliana
AT3G46600.1	AtSCL30	LISCL	Arabidopsis thaliana
AT3G49950.1	AtSCL32	SHR	Arabidopsis thaliana
AT3G50650.1	AtSCL7	SCL4/7	Arabidopsis thaliana
AT3G54220.1	AtSCR	SCR	Arabidopsis thaliana
AT3G60630.1	AtHAM2	HAM	Arabidopsis thaliana
AT4G00150.1	AtHAM3	HAM	Arabidopsis thaliana
AT4G08250.1	AtSCL26	SCL4/7	Arabidopsis thaliana
AT4G17230.1	AtSCL13	PAT1	Arabidopsis thaliana
AT4G36710.1	AtSCL15	HAM	Arabidopsis thaliana
AT4G37650.1	AtSHR	SHR	Arabidopsis thaliana
AT5G17490.1	AtRGL3	DELLA	Arabidopsis thaliana
AT5G41920.1	AtSCL23	SCR	Arabidopsis thaliana
AT5G48150.1	AtPAT1	PAT1	Arabidopsis thaliana
AT5G52510.1	AtSCL8	PAT1	Arabidopsis thaliana
AT5G59450.1	AtSCL11	LISCL	Arabidopsis thaliana
AT5G66770.1	AtSCL4	SCL4/7	Arabidopsis thaliana
Cs_ont_1g002080.1	CsGRAS1	HAM	Citrus sinensis
Cs_ont_1g019320.1	CsGRAS2	SHR	Citrus sinensis
Cs_ont_1g023430.1	CsGRAS3	SHR	Citrus sinensis
Cs_ont_1g023860.1	CsGRAS4	SHR	Citrus sinensis
Cs_ont_1g026300.1	CsGRAS5	HAM	Citrus sinensis
Cs_ont_1g026590.1	CsGRAS6	SCL4/7	Citrus sinensis
Cs_ont_2g000710.1	CsGRAS7	PAT1	Citrus sinensis
Cs_ont_2g013070.1	CsGRAS8	DELLA	Citrus sinensis
Cs_ont_2g017480.1	CsGRAS9	PAT1	Citrus sinensis

Cs_ont_2g019960.1	CsGRAS10	SHR	Citrus sinensis
Cs_ont_2g024650.1	CsGRAS11	CsGRAS35	Citrus sinensis
Cs_ont_2g031350.1	CsGRAS12	SCL3	Citrus sinensis
Cs_ont_3g008170.1	CsGRAS13	PAT1	Citrus sinensis
Cs_ont_3g009590.1	CsGRAS14	SCL4/7	Citrus sinensis
Cs_ont_4g006820.1	CsGRAS15	DELLA	Citrus sinensis
Cs_ont_4g016660.1	CsGRAS16	PAT1	Citrus sinensis
Cs_ont_4g020090.1	CsGRAS17	PAT1	Citrus sinensis
Cs_ont_4g021880.1	CsGRAS18	SCL4/7	Citrus sinensis
Cs_ont_5g001380.1	CsGRAS19	HAM	Citrus sinensis
Cs_ont_5g001400.1	CsGRAS20	HAM	Citrus sinensis
Cs_ont_5g006980.1	CsGRAS21	SCL3	Citrus sinensis
Cs_ont_5g012210.1	CsGRAS22	SCR	Citrus sinensis
Cs_ont_5g018360.1	CsGRAS23	SHR	Citrus sinensis
Cs_ont_5g040500.1	CsGRAS24	DLT	Citrus sinensis
Cs_ont_5g042080.1	CsGRAS25	HAM	Citrus sinensis
Cs_ont_5g044300.1	CsGRAS26	CsGRAS35	Citrus sinensis
Cs_ont_6g005150.1	CsGRAS27	DELLA	Citrus sinensis
Cs_ont_6g011730.1	CsGRAS28	SCR	Citrus sinensis
Cs_ont_6g012290.1	CsGRAS29	SCR	Citrus sinensis
Cs_ont_6g014130.1	CsGRAS30	SCL4/7	Citrus sinensis
Cs_ont_6g014140.1	CsGRAS31	SCL4/7	Citrus sinensis
Cs_ont_6g017210.1	CsGRAS32	LISCL	Citrus sinensis
Cs_ont_7g000170.2	CsGRAS33	LISCL	Citrus sinensis
Cs_ont_7g022990.1	CsGRAS34	CsGRAS35	Citrus sinensis
Cs_ont_7g027840.1	CsGRAS35	SCL3	Citrus sinensis
Cs_ont_8g002330.1	CsGRAS36	LISCL	Citrus sinensis
Cs_ont_8g002350.1	CsGRAS37	LISCL	Citrus sinensis
Cs_ont_8g002360.1	CsGRAS38	LISCL	Citrus sinensis
Cs_ont_8g002370.1	CsGRAS39	LISCL	Citrus sinensis
Cs_ont_9g001540.1	CsGRAS40	SCL3	Citrus sinensis
Cs_ont_9g001580.1	CsGRAS41	SCL3	Citrus sinensis
Cs_ont_9g026300.1	CsGRAS42	PAT1	Citrus sinensis
Cs_ont_9g028270.1	CsGRAS43	CsGRAS35	Citrus sinensis

Table S3. Analysis of physicochemical properties of CsGRAS TFs.

sequence ID	gene name	Number of<br>amino<br>acids<br>(aa)	Molecular<br>weight<br>(kDa)	Theoretical<br>pI	Instability<br>index	Aliphatic<br>index	Subcellular<br>Localization
Cs_ont_1g002080	CsGRAS1	609	67.24	5.99	50.29	85.39	Nucleus
Cs_ont_1g019320	CsGRAS2	561	62.13	5.58	54.29	72.00	Nucleus

Cs_ont_1g023430	CsGRAS3	490	55.27	5.17	47.99	70.61	Nucleus
Cs_ont_1g023860	CsGRAS4	459	51.44	5.80	42.01	89.93	Nucleus
Cs_ont_1g026300	CsGRAS5	578	64.61	6.48	53.1	89.10	Nucleus
Cs_ont_1g026590	CsGRAS6	622	68.64	5.21	52.36	76.75	Nucleus
Cs_ont_2g000710	CsGRAS7	547	61.35	5.59	54.47	77.35	Nucleus
Cs_ont_2g013070	CsGRAS8	594	65.01	5.07	50.32	78.10	Nucleus
Cs_ont_2g017480	CsGRAS9	536	59.84	5.69	56.56	82.46	Nucleus
Cs_ont_2g019960	CsGRAS10	449	49.86	5.63	48.72	91.02	Nucleus
Cs_ont_2g024650	CsGRAS11	424	47.12	6.32	48.78	79.41	Nucleus
Cs_ont_2g031350	CsGRAS12	715	77.82	6.18	39.41	99.64	Nucleus
Cs_ont_3g008170	CsGRAS13	587	55.57	5.05	51.83	77.61	Nucleus
Cs_ont_3g009590	CsGRAS14	434	47.48	5.27	41.27	79.17	Nucleus
Cs_ont_4g006820	CsGRAS15	531	58.18	5.40	52.68	89.47	Nucleus
Cs_ont_4g016660	CsGRAS16	580	63.96	6.05	54.03	83.43	Nucleus
Cs_ont_4g020090	CsGRAS17	545	60.91	5.53	55.19	80.24	Nucleus
Cs_ont_4g021880	CsGRAS18	457	51.79	6.68	54.89	96.52	Nucleus
Cs_ont_5g001380	CsGRAS19	706	78.27	5.64	59.91	83.17	Nucleus
Cs_ont_5g001400	CsGRAS20	702	77.06	5.48	54.49	88.40	Nucleus
Cs_ont_5g006980	CsGRAS21	606	68.35	5.90	42.9	88.50	Nucleus
Cs_ont_5g012210	CsGRAS22	519	58.44	6.10	48.28	80.64	Nucleus
Cs_ont_5g018360	CsGRAS23	460	51.81	5.28	42.59	80.33	Nucleus
Cs_ont_5g040500	CsGRAS24	667	74.00	5.83	51.37	77.18	Nucleus
Cs_ont_5g042080	CsGRAS25	706	77.88	6.14	50.92	81.88	Nucleus
Cs_ont_5g044300	CsGRAS26	514	57.20	6.84	52.24	89.96	Nucleus
Cs_ont_6g005150	CsGRAS27	572	63.14	5.06	47.93	80.37	Nucleus
Cs_ont_6g011730	CsGRAS28	441	48.41	5.16	59.61	96.92	Nucleus
Cs_ont_6g012290	CsGRAS29	824	90.03	6.06	58.15	80.21	Nucleus
Cs_ont_6g014130	CsGRAS30	502	57.14	4.80	43.07	41.49	Nucleus
Cs_ont_6g014140	CsGRAS31	588	66.77	6.06	51.53	78.49	Nucleus
Cs_ont_6g017210	CsGRAS32	747	84.94	6.03	52.74	75.84	Nucleus
Cs_ont_7g000170	CsGRAS33	749	84.62	5.54	50.89	76.01	Nucleus
Cs_ont_7g022990	CsGRAS34	503	56.37	6.92	46.71	89.18	Nucleus
Cs_ont_7g027840	CsGRAS35	480	53.86	5.88	62.99	91.08	Nucleus
Cs_ont_8g002330	CsGRAS36	700	79.16	6.16	50.41	71.04	Nucleus
Cs_ont_8g002350	CsGRAS37	685	77.22	6.24	46.55	73.20	Nucleus
Cs_ont_8g002360	CsGRAS38	632	71.85	6.06	43.3	71.31	Nucleus
Cs_ont_8g002370	CsGRAS39	800	90.00	5.24	43.27	70.20	Nucleus
Cs_ont_9g001540	CsGRAS40	600	68.55	5.07	47.27	84.65	Nucleus
Cs_ont_9g001580	CsGRAS41	430	48.53	6.07	45.09	93.65	Nucleus
Cs_ont_9g026300	CsGRAS42	659	72.98	6.46	53.21	75.60	Nucleus
Cs_ont_9g028270	CsGRAS43	540	60.83	5.23	47.62	87.09	Nucleus

Table S4. GO enrichment analysis of sweet orange under salt stress

ID	classification	Pvalue	all	up_gene	down_gene
GO:0003674	Molecular Function	27	24	8	10
GO:0003676	Molecular Function	16	24	8	10
GO:0003677	Molecular Function	9	24	8	10
GO:0003700	Molecular Function	18	24	8	10
GO:0005488	Molecular Function	26	24	8	10
GO:0043565	Molecular Function	21	24	8	10
GO:0097159	Molecular Function	19	24	8	10
GO:0140110	Molecular Function	35	24	8	10
GO:1901363	Molecular Function	6	24	8	10
GO:0001067	Molecular Function	22	1	0	1
GO:0044212	Molecular Function	25	1	0	1
GO:0006355	Biological Process	7	24	8	10
GO:0008150	Biological Process	31	24	8	10
GO:0009889	Biological Process	19	24	8	10
GO:0009987	Biological Process	26	10	4	6
GO:0010468	Biological Process	33	24	8	13
GO:0010556	Biological Process	36	24	8	13
GO:0019219	Biological Process	15	24	8	13
GO:0019222	Biological Process	17	24	8	13
GO:0030154	Biological Process	10	24	8	13
GO:0031323	Biological	39	24	8	13

	Process				
GO:0031326	Biological Process	20	24	8	13
GO:2001141	Biological Process	26	24	8	13
GO:0048518	Biological Process	28	3	0	3
GO:0046677	Biological Process	14	2	1	1
GO:0005575	Cellular Component	32	24	8	13
GO:0005622	Cellular Component	12	24	8	13
GO:0005623	Cellular Component	23	24	8	13
GO:0005634	Cellular Component	29	24	8	13
GO:0043226	Cellular Component	35	24	8	13
GO:0043227	Cellular Component	17	24	8	13
GO:0043229	Cellular Component	26	24	8	13
GO:0043231	Cellular Component	22	24	8	13
GO:0044424	Cellular Component	19	24	8	13
GO:0044464	Cellular Component	36	20	6	9
GO:0005737	Cellular Component	24	5	2	3

Table S5. Analysis of KEGG enrichment in sweet orange under salt stress

ID	Count	Description
ko04075	5	Plant hormone signal transduction
ko00240	1	Pyrimidine metabolism

Table S6. FPKM values of *CsGRAS* genes

Name	CK1_fpkm	CK2_fpkm	CK3_fpkm	T1_fpkm	T2_fpkm	T3_fpkm
CsGRAS1	2.64	4.69	3.42	4.64	5.20	4.63
CsGRAS2	0.743	3.5453	1.8631	2.296	2.9691	3.2814
CsGRAS3	2.9499	3.22	1.8738	1.50729	1.33973	1.549

CsGRAS4	0.024	0.113	0	0.19	0	0.0217
CsGRAS5	2.7910	3.1050	3.93728	2.88498	2.1843	3.50512
CsGRAS6	3.32794	4.59	4.628	6.3933	2.6806	6.3688
CsGRAS7	171.673	284.31	205.37	157.34	163.449	157.84
CsGRAS8	11.735	16.368	11.960	17.837	6.7713	14.7551
CsGRAS9	4.5604	11.4229	4.983	9.1099	7.4019	8.20394
CsGRAS10	0.292747	0.03138	0.03261	0.2429	0.4205	0.4308
CsGRAS11	0	0	0.05474	0.0453	0.044	0.0401
CsGRAS12	23.862	32.392	27.883	25.4736	22.52	26.018
CsGRAS13	71.51	51.392	71.202	57.048	57.9473	66.726
CsGRAS14	0.4364	0.6690	0.802	0.6198	0.56	0.6673
CsGRAS15	2.355	3.4289	1.9734	2.5842	0.427	1.253
CsGRAS16	633.89	404.303	895.013	240.95	102.6542	119.141
CsGRAS17	85.741	63.758	111.105	62.471	67.614	61.4848
CsGRAS18	0	0	0.041	0	0.0336	0
CsGRAS19	4.054	6.523	5.726	5.012	6.417	5.7723
CsGRAS20	2.5924	4.108	2.54	5.287	4.373	7.335
CsGRAS21	0	0	0	0	0.0286	0
CsGRAS22	0.185	0	0.3783	0	0	0.0277
CsGRAS23	0.5709	0.6059	0.6648	0.608	0.3101	0.4878
CsGRAS24	0.9789	1.1956	0.235	0.195	0.08	0.2201
CsGRAS25	3.893	8.3279	5.298	5.9387	5.9933	7.1732
CsGRAS26	0	0	0	0.0747	0	0
CsGRAS27	5.069	9.6112	5.9288	13.74	15.019	19.727
CsGRAS28	15.438	9.334	14.38	7.3094	6.8494	9.8309
CsGRAS29	1.2719	1.4624	1.6564	2.226	0.5181	0.9438
CsGRAS30	9.6741	10.672	4.85773	8.101	21.975	13.1646
CsGRAS32	10.3888	20.453	11.323	16.2494	18.3006	17.3834
CsGRAS33	7.0618	9.613	4.105	14.2	14.604	17.563
CsGRAS34	0	0	0	0.038	0.037	0.1355
CsGRAS35	1.218	2.088	0.723	4.5783	2.27	2.6033
CsGRAS36	46.558	46.39	58.65	33.86	31.8	31.13
CsGRAS37	102.50	87.2319	80.049	74.48	78.57	80.49
CsGRAS38	11.609	7.0804	11.237	4.397	2.14	6.386
CsGRAS39	143.51	121.925	122.75	102.49	105.33	95.012
CsGRAS40	1.4909	2.23	0.764	1.32	0.5622	1.097
CsGRAS41	0.0733	0	0.17979	0.186	0	0.0659
CsGRAS42	13.184	24.5978	15.515	9.35	32.32	15.73
CsGRAS43	0.2391	0.6849	0.67	0.5199	0.20245	1.106

Table S7. Raw CT values of qRT-PCR data for the *GRAS* gene.

ID	CK	T
<i>Actin</i>	CT1	22.28032134
	CT2	21.98854764

	CT3	22.64107692	22.32987703
	CT1	22.3033153	21.52253307
<i>CsGRAS15</i>	CT2	20.3795624	20.73850206
	CT3	20.83347809	21.00513776
	CT1	22.51469777	21.86152389
<i>CsGRAS27</i>	CT2	22.69619046	21.42459788
	CT3	22.52515377	21.31554334
	CT1	21.13472576	22.47130283
<i>CsGRAS35</i>	CT2	21.07620648	22.05431922
	CT3	21.73104391	22.8219684
	CT1	21.34727165	22.22172594
<i>CsGRAS38</i>	CT2	21.02264451	21.38636139
	CT3	20.68566842	22.03005722

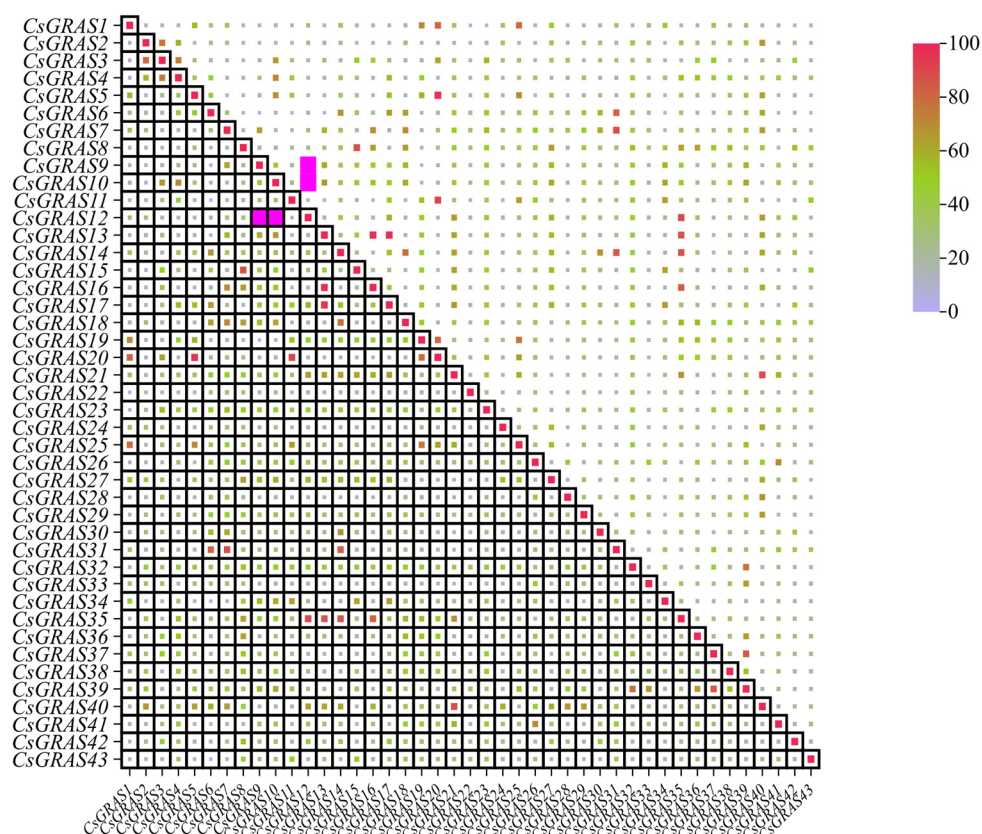

Figure S1. Heatmap for the sequence similarity analysis heatmap of the sequence similarity matrix of CsGRASs generated via TBtools software. The color indicates the percentage of sequence similarity; the redder the color, the higher the similarity, and vice versa, the lower the similarity; the color scale value is shown in the upper right.

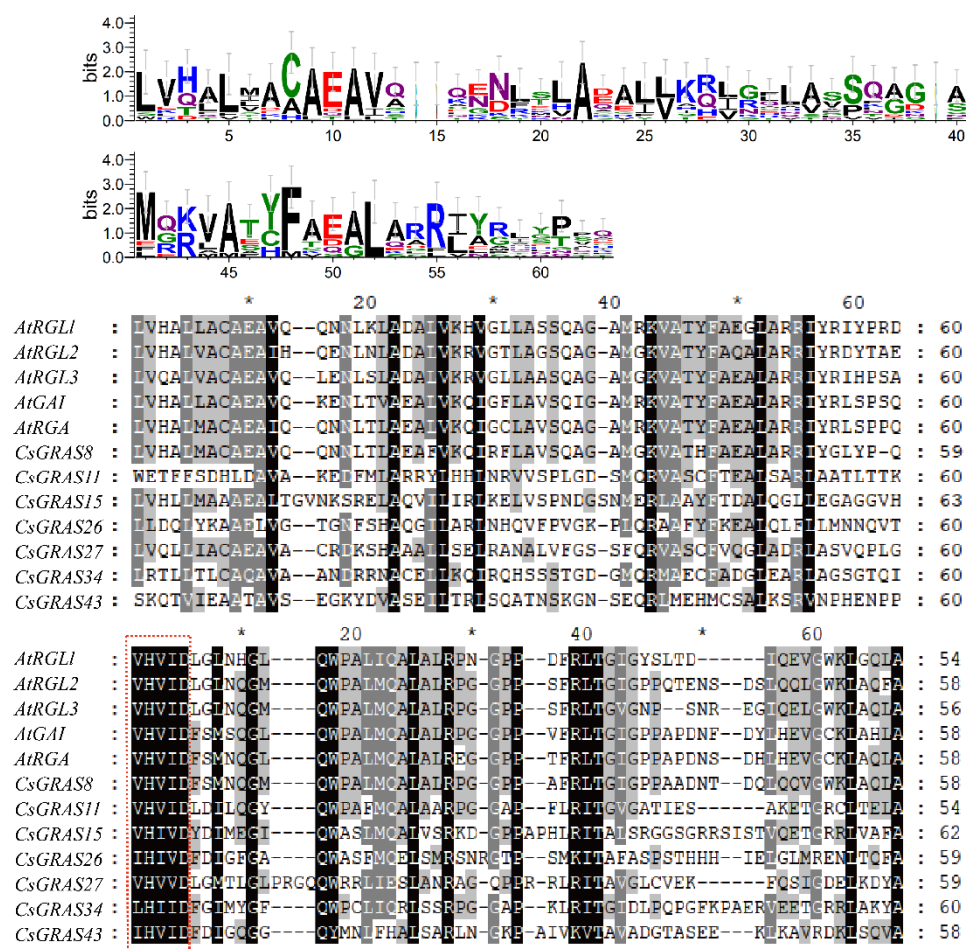

Figure S2. Multiple sequence comparison of sweet orange GRAS protein

How the deposited data were processed for this re-analysis (not part of the article)

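RNA-seq was measured in leaves of sweet orange seedlings, with 3 control libraries and 3 libraries from seedlings given 2% NaCl for 14 days. Groups and replicates were taken from the sample labels and the paper. The paper describes biological replicates; replicate numbers were not treated as pairs. According to the paper's methods, the authors trimmed reads with Trim Galore, aligned them with HISAT2 and counted them with featureCounts, while the submitters' processing notes name HISAT2 and HTSeq, with versions not given there. The deposited gene identifiers are of the Cs_ont series; no genome of that series was used here, so no coordinates are given.

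The authors deposited FPKM values per gene and library, and group means of FPKM made from them. They also deposited a log2 fold change, a p-value and a call for each of 23073 genes. The paper's methods name DESeq2 with Benjamini-Hochberg adjustment for that comparison, and the 2113 calls in the authors' deposited table are the genes with a deposited p-value of at most 0.05 and an absolute log2 fold change of at least 1. Of these calls, 455 were up and 1658 down. Adjusted by Benjamini-Hochberg over the 23073 genes, 614 of the authors' p-values passed with the same fold change.

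FPKM is not a count, so the main test was limma 3.58.1 in R 4.3.3 (mean-variance trend, no robust option) on log2(FPKM + 1), with no covariate. Genes with FPKM of at least 0.5 in at least 3 libraries were kept (17285 of 29875 listed), and p-values were adjusted by Benjamini-Hochberg over them. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper's methods. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1. Tables were read with Python 3.11.15 and pandas 2.3.3.

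Whole reads were recovered from the FPKM values: for 100% of the 23073 genes above 0, the ratios between libraries were ratios of whole reads within a relative tolerance of 1e-09. Recovered totals ranged from 14325408 to 17558452 reads in control and from 17307079 to 19520980 in NaCl. A count test on these reads had been planned; limma with voom weights was run in its place, a choice made after the data were examined.

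KEGG pathways with 10 to 300 kept genes (109), gene lists and GO terms with 5 to 300 kept genes, and *CsGRAS* subfamilies with at least 3 kept genes were tested with camera (preset correlation 0.01, and estimated correlation) and fry, each family adjusted on its own; genes of a set are counted at the adjusted p alone unless both thresholds are named. Called genes were also tested by pathway with a one-sided Fisher's exact test against the 3719 kept genes that have a pathway. The 43 gene lists were written before the data were examined as word patterns for gene descriptions. The deposited table pairs its identifiers with no names or descriptions, so the patterns were matched to GO and KEGG term names, and 18 lists were tested. The lists of senescence and cell death and of housekeeping reference genes were left out because their patterns matched unrelated terms. A further 50 GO terms and the enzyme terms were chosen after the annotation columns were seen and before any expression test. Process terms of 3183 genes were not used here; those of 6967 genes were.

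*CsGRAS* names were tied to identifiers through Table S2. Of 42 genes in Table S6, 39 had values within 1% of the deposited FPKM in every library. The genes considered for naming were the *CsGRAS* genes that the paper discusses, the 10 largest rises and the 10 largest falls among called genes with separated groups, a mean FPKM of at least 5 in the higher group and a readable annotation (202 of 424 such genes), up to 4 members of a described list with the lowest adjusted p, and the genes of gibberellin reception and metabolism. Outside the *CsGRAS* family, at most 2 identifiers that rose and 2 that fell are printed. Actin, the reference of the qRT-PCR, was not analysed here.

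The alternatives were each library left out in turn, the replicate number as a block, no filter and a stricter filter of 1 FPKM, quantile normalization, upper-quartile scaling, pseudocounts of 0.1 and 0.01, other thresholds, and the authors' p-values adjusted over the kept genes. The test was checked on simulated libraries for the comparison of NaCl with control over 17285 genes. With the fitted spread, 68 of 100 genes with a simulated absolute log2 fold change of 1.5 and 99 of 100 with one of 3 were recovered, and 10 unchanged genes were called. The simulation drew noise independently for each gene, with no effect shared by the genes of a library. It changed 200 genes, drawn from those with a mean log2(FPKM + 1) above 1. The recovery therefore does not cover lower genes or a library that stands apart, as control replicate 2 did.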

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

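The tests on control replicate 2, the test of the photosynthesis list without single libraries, and the bootstrap intervals and final decision rule of the scaling tests were chosen only after the results were seen. The paper reports on the *CsGRAS* family, and genes outside it also differed from the control leaves. By limma, 169 genes were higher and 303 lower in NaCl. The largest annotated rise was Cs_ont_4g018330, whose function term is catalytic activity on a protein, with a log2 fold change of 3.31, and the largest annotated fall was Cs_ont_7g020660, an oxidoreductase acting on diphenols, with -6.04. The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05: the split by treatment gave 472 genes past both thresholds, 1 of the 10 splits gave as many, and the highest of the others gave 1 gene.

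Control replicate 2 lay between the other controls and the NaCl libraries. Over the 1800 genes called without it, its median position was 0.578 on a scale from the other controls (0) to the NaCl mean (1), with quartiles of 0.348 and 0.764, which argues against a swap of its label with a NaCl library. On the matching scale from their own group (0) to the control mean (1), NaCl replicates 1 and 2 lay at 0.160 and 0.238. Control replicate 2 correlated slightly more with NaCl replicate 1 (r = 0.945) than with control replicates 1 and 3 (0.942 and 0.938). NaCl replicate 1 correlated most with NaCl replicate 3 (0.969). Depth is argued against by control replicate 3, which was shallower and lay farther from the NaCl libraries (-66.3 on the first principal component). RNA of NaCl leaves in this library may have contributed and stays open: falling and rising genes differed by 0.121 in median position, within the spread of both. Variation between the seedlings was not tested.

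The planned list photosynthesis light harvesting, which also holds genes of photosystem components, assembly and repair, had a median log2 fold change of 0.66 over 47 genes. Of these, 3 were higher and 0 lower at an adjusted p of 0.05 from limma (15 higher adjusted over the list alone, and 9 higher without control replicate 2). Without that library, 2856 of all 17285 tested genes were higher and 1363 lower, so counts in that setting are set against these shares. The KEGG pathway of antenna proteins (15 genes) had a median of 0.75, with 0 genes past the adjusted p (camera adjusted p = 0.127). For the planned list the camera test gave an adjusted p of 6.02e-06, and an adjusted p = 0.806 with an estimated correlation. Scaling that depends on expression level is argued against, since after quantile normalization the median stayed 0.50 above that of all genes (a difference of 0.497, 95% bootstrap interval from 0.39 to 0.64). A factor per library shifts the list and all genes nearly alike, so this difference could not show one. The bootstrap redraws the genes of the list with the libraries fixed. Its interval treats genes as independent and holds no spread between libraries. The camera call ended without control replicate 2, where the adjusted p was 0.0540 and the median lay 0.36 above that of all genes, against 0.48 with all libraries; for the KEGG photosynthesis pathway (39 genes) the median lay 0.0676 above, against 0.33 (adjusted p = 0.385, against 0.0135). A share of this 1 library in the call is a candidate explanation. An effect of NaCl on these genes is a hypothesis that stays open.

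Genes of alpha-linolenic acid metabolism, the pathway that leads to jasmonate, had a median log2 fold change of -0.63 over 40 genes, with 7 lower and 1 higher at an adjusted p of 0.05 from limma (17 and 2 adjusted over the list alone, 13 and 3 without control replicate 2; Fisher's exact test for the 6 genes lower past both thresholds, adjusted p = 0.00307); the camera test gave an adjusted p = 2.57e-05, and an adjusted p = 0.436 with an estimated correlation. Scaling that depends on expression level is argued against as the whole cause: after quantile normalization the median stayed 0.76 below that of all genes (a difference of -0.76, 95% bootstrap interval from -1.15 to -0.0655), a move of 0.0524 (upper end of the interval 0.131), and the camera adjusted p was 0.000397. This verdict rests on an interval that excludes 0, which redraws genes and holds no spread between libraries. By a rule that asked the interval to clear a difference of 0.2, scaling was left open. The rule was changed after the values were seen. A wounding response of the control leaves cannot be told apart from an effect of NaCl: 66 wounding genes outside these lists had a median of 0.0328 against 0.18 for all genes, with camera p = 0.0115, and p = 0.0786 with an estimated correlation, so the answer turns on the correlation assumed.

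In the hormone signalling pathway the median log2 fold change was 0.14. In the jasmonate list (84 genes, 6 lower and 0 higher at an adjusted p of 0.05 from limma, and 13 lower and 10 higher without control replicate 2) the median was 0.0316, the mean was -0.21 and the camera test ran downward (adjusted p = 0.0471, and adjusted p = 0.627 with an estimated correlation). The cuticle and wax list (27 genes) had a median of -0.22 and the same 2 p-values, although its 1 called gene, annotated with calmodulin binding, was higher (log2 fold change 2.04; 5 lower and 1 higher adjusted over the list alone); without control replicate 2, 2 genes were higher and 2 lower. Relative to all genes, the median went from -0.15 to -0.24 for the jasmonate list and from -0.40 to -0.35 for the cuticle list without that library, where both calls ended (adjusted p = 0.117 for each). Both calls also ended without control replicate 3 (adjusted p = 0.0501 and 0.0506), and that of the cuticle list without NaCl replicate 3 (adjusted p = 0.0992). The KEGG pathway of cutin, suberine and wax biosynthesis (12 genes) had a median of 0.21 with all libraries. It held 0 genes past the adjusted p and did not pass camera (adjusted p = 0.615).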

How the results depend on the processing

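The limma test on recovered reads was chosen only after the data were seen. Over all results and alternatives, 438 values stayed alike, 26 lost a call, 5 gained one, 14 changed sign or direction and 40 counts moved. A gene or set stayed alike if it kept its direction and side of the threshold. A count stayed alike if it was equal, or changed by at most 1.5 times with neither value at 0. The cause was not tested except where fewer libraries or more genes were tested. Leaving out 1 library, genes higher ranged from 0 to 916 and genes lower from 0 to 884, *CsGRAS* genes past both thresholds from 0 to 3, KEGG pathways past camera from 5 to 13, and gene lists past camera from 0 to 4. The log2 fold change of *CsGRAS27* ranged from 0.99 to 1.39, that of *CsGRAS8* from -0.36 to 0.28, that of *CsGRAS19* from -0.0844 to 0.20 and that of *CsGRAS25* from -0.0611 to 0.40. The camera adjusted p ranged from 0.687 to 0.955 for DELLA and from 0.687 to 0.955 for HAM, whose directions turned.

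Genes higher and lower numbered 12 and 28 with no filter (23073 genes), 110 and 198 with a pseudocount of 0.01, and 612 and 881 at an unadjusted p; 85 were higher with upper-quartile scaling, and 581 lower by the authors' p-values. *CsGRAS* genes past both thresholds numbered 1 with the stricter filter, 4 at an unadjusted p, 3 adjusted over the list alone and 1 by the authors' p-values. KEGG pathways past the test numbered 18 with no filter, 0 with an estimated correlation and 0 by fry. Gene lists numbered 1 with quantile normalization, upper-quartile scaling, each pseudocount, recovered reads and fry, and 0 with an estimated correlation. *CsGRAS19* turned to -0.10 with quantile normalization, -0.0266 with upper-quartile scaling and -0.11 in the authors' deposited table, and *CsGRAS25* to -0.0453 with quantile normalization and -0.0507 in the authors' deposited table. DELLA turned direction with no filter (adjusted p = 0.946) and upper-quartile scaling (adjusted p = 0.974).

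Replicate numbers did not pair the samples: deviations of same-numbered libraries correlated at -0.03, 0.03 and -0.07, and not every library correlated best with its own number. With the replicate block 1 gene was higher and 6 were lower. At these depths a gene of 1 kb near 0.5 FPKM rests on about 10 reads or fewer, so calls on low genes are limited by depth.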

Differences from the paper's values

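The paper's count of significantly differentially expressed *CsGRAS* genes is 7. The count here is 0 by limma at the thresholds of the paper's methods, with fold changes on log2(FPKM + 1) (4 at an unadjusted p of 0.05). The paper's methods give 42 for the same measure, against 0 here. No alternative set before the data were examined came within 1.5 times of either value: the counts were 3 without control replicate 2, 3 adjusted over the list alone, 4 at an unadjusted p, 1 with the stricter filter, 1 by the authors' p-values adjusted over the kept genes, and 0 under the others. Of the paper's 7 genes, *CsGRAS16* passed under each of those 5 settings. *CsGRAS27* passed without control replicate 2, over the list alone and at an unadjusted p, and *CsGRAS38* at an unadjusted p. *CsGRAS3*, *CsGRAS15* and *CsGRAS35* passed under none. *CsGRAS24*, too low for the filter, was tested only with no filter. There it could not pass: with its control values, even 0 FPKM in NaCl would not give an absolute log2 fold change of 1 on log2(FPKM + 1). In the authors' deposited table its log2 fold change was -2.44 (authors' p = 0.00648, and 0.124 adjusted over the 23073 genes). *CsGRAS33*, which the paper does not list, passed without control replicate 2, over the list alone and at an unadjusted p. The log2(FPKM + 1) scale understates the change of low genes, and the count of 4 holds for that scale alone. On it *CsGRAS3*, *CsGRAS15* and *CsGRAS35* had log2 fold changes of -0.56, -0.65 and 0.83. In the authors' deposited table they had -1.06, -1.06 and 1.06. With a pseudocount of 0.01 they had -0.83, -1.16 and 1.29, and 0 *CsGRAS* genes passed both thresholds. The 7 genes are those called in the authors' deposited table, where their p-values before any adjustment made here were at most 0.0401. Adjusted over all 23073 genes of that table, 1 of them, *CsGRAS16*, passed (adjusted p = 0.0462).

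The paper describes *CsGRAS8* as significantly downregulated; its log2 fold change was -0.10 (adjusted p = 0.848 from limma). The paper's discussion lists the HAM genes *CsGRAS1*, *CsGRAS5*, *CsGRAS19*, *CsGRAS20* and *CsGRAS25* as downregulated; here 4 of the 5 had a higher mean in NaCl, and only *CsGRAS5* had a lower one, while after quantile normalization 3 of the 5 had a negative log2 fold change. Fig. 8 colours *CsGRAS24*, *CsGRAS8* and *CsGRAS12* as positive and *CsGRAS27* as negative; here *CsGRAS24* had means of 0.803 FPKM in control and 0.167 FPKM in NaCl and *CsGRAS27* had a log2 fold change of 1.15, while *CsGRAS3*, coloured as negative, had -0.56. Fig. 13A shows *CsGRAS35* as lower in NaCl by qRT-PCR, and its Ct values in Table S7 are higher in NaCl, while its RNA-seq log2 fold change was 0.83 here and the paper's text names it as upregulated.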

Other observations

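The tests are those of the other parts, and the pathways and genes described here were chosen only after the results were seen. By camera, 4 KEGG pathways were lower and 7 were higher in NaCl leaves, and 0 passed with an estimated correlation. Counts of genes in pathways and lists are at an adjusted p of 0.05 from limma, with no minimum fold change. Over all 17285 tested genes, 226 were higher and 333 lower at that threshold, and 2856 and 1363 without control replicate 2. The plant-pathogen interaction pathway (147 genes, 6 lower and 1 higher, of which 4 and 0 past both thresholds, and 42 and 11 without control replicate 2) had a median log2 fold change of -0.19 (camera adjusted p = 1.16e-06; adjusted p = 0.977 with an estimated correlation), and the plant MAPK pathway (94 genes, 6 lower and 1 higher, of which 4 and 0 past both thresholds, and 20 and 12 without control replicate 2) had -0.04 (camera adjusted p = 0.00815; adjusted p = 0.436 with an estimated correlation). The proteasome (44 genes) had a median of 0.41 with 1 gene higher (0 past both thresholds, and 27 at the adjusted p without control replicate 2), oxidative phosphorylation (86 genes) 0.36 with 2 higher (43), and porphyrin metabolism (38 genes) 0.44 with 2 higher and 0 lower (6 and 2). One of the 2 genes of porphyrin metabolism was Cs_ont_1g025020, with 3.19 ± 2.08 FPKM (SD, n = 3) in control and 35.1 ± 23.3 FPKM (SD, n = 3) in NaCl. Among genes of alpha-linolenic acid metabolism, 3 genes annotated with allene-oxide cyclase activity, an enzyme of jasmonate synthesis, had log2 fold changes of -2.02, -1.57 and -0.96 (adjusted p = 0.0302, 0.0390 and 0.0475 from limma). Without control replicate 3, 0 genes passed the adjusted p.

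For the leaf yellowing that the paper describes, 9 genes of chlorophyll breakdown had a median log2 fold change of 0.52, and 0 of them passed by limma (2 higher adjusted over the list alone). As a set they passed fry (adjusted p = 0.0410) and not camera (adjusted p = 0.248), and the 9 genes of the GO term chlorophyll catabolic process did not pass fry (adjusted p = 0.179). Fry tests a set against no change, while camera tests it against the other genes. The median of all tested genes was 0.18, so the fry result does not set the list apart from them. The gene annotated with pheophorbide a oxygenase activity had a log2 fold change of 0.89 (adjusted p = 0.0763 from limma) and that with red chlorophyll catabolite reductase activity had 0.73 (adjusted p = 0.0742 from limma). In chlorophyll synthesis, 11 genes had a median of 0.46 (camera adjusted p = 0.0605, fry adjusted p = 0.158), and 1 of them was higher (log2 fold change 1.53, adjusted p = 0.0390 from limma; 4 higher adjusted over the list alone). Of 3 tested genes annotated with abscisic aldehyde oxidase activity, the last step of abscisic acid synthesis, 1 was higher (28.9 ± 1.23 FPKM in control and 56.8 ± 10.7 FPKM in NaCl, SD, n = 3 each; adjusted p = 0.0453 from limma). The 2 tested genes annotated with 9-cis-epoxycarotenoid dioxygenase activity, an earlier step, had log2 fold changes of -0.68 and -0.51 (adjusted p = 0.281 and 0.615 from limma), and the list of abscisic acid synthesis and breakdown (16 genes) had a median of 0.0778 (camera adjusted p = 0.815). The authors' 1931 calls among the tested genes and the 472 genes past both thresholds here shared 431 genes.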
